# The chemokine receptor CXCR4 regulates satellite cell activation, early expansion, and self-renewal, in response to skeletal muscle injury

**DOI:** 10.3389/fcell.2022.949532

**Published:** 2022-09-22

**Authors:** Ahmed S. Shams, Robert W. Arpke, Micah D. Gearhart, Johannes Weiblen, Ben Mai, David Oyler, Darko Bosnakovski, Omayma M. Mahmoud, Gamal M. Hassan, Michael Kyba

**Keywords:** satellite cells, skeletal muscle, activation, regeneration, CXCR4

## Abstract

Acute skeletal muscle injury is followed by satellite cell activation, proliferation, and differentiation to replace damaged fibers with newly regenerated muscle fibers, processes that involve satellite cell interactions with various niche signals. Here we show that satellite cell specific deletion of the chemokine receptor CXCR4, followed by suppression of recombination escapers, leads to defects in regeneration and satellite cell pool repopulation in both the transplantation and *in situ* injury contexts. Mechanistically, we show that endothelial cells and FAPs express the gene for the ligand, SDF1α, and that CXCR4 is principally required for proper activation and for transit through the first cell division, and to a lesser extent the later cell divisions. In the absence of CXCR4, gene expression in quiescent satellite cells is not severely disrupted, but in activated satellite cells a subset of genes normally induced by activation fail to upregulate normally. These data demonstrate that CXCR4 signaling is essential to normal early activation, proliferation, and self-renewal of satellite cells.

## Introduction

Skeletal muscle is a highly dynamic tissue with a remarkable capacity for rapid regeneration following injury. The essential precursors driving this regenerative process are the satellite cells, classified as a group of mononuclear, self-renewing, and tissue-resident stem cells accounting about 2%–5% of the mononuclear cells of skeletal muscle (Asakura et al., 2002; Bosnakovski et al., 2008; Shadrach and Wagers, 2011; Brack and Rando, 2012). During homeostasis, satellite cells are classically defined by their unique location between the sarcolemma and basal lamina of multinucleated myofibers and by their expression of the paired homeobox protein PAX7 (Mauro 1961; Seale et al., 2000; Bosnakovski et al., 2008; Yin et al., 2013). The satellite cell pool is heterogenous, and has been described to express numerous surface markers including vascular cell adhesion molecule (VCAM-1), Integrin α7 (ITGA7), neural cell adhesion molecule (NCAM1), hepatocyte growth factor receptor, also known as c-MET, and m-Cadherin (Cornelison et al., 2001; Fukada et al., 2004; Ieronimakis et al., 2010; Biressi et al., 2013; Liu et al., 2015). Various markers have been used either independently or in combination to isolate the satellite cell population, and among those frequently used is the chemokine receptor CXCR4 (Sherwood et al., 2004; Sacco et al., 2008; Conboy et al., 2010; Chapman et al., 2013; Yoshida et al., 2013; Stitelman et al., 2014; Gromova et al., 2015; Barruet et al., 2020). CXCR4 is present on most cells of the satellite cell pool, including more than 94% of Pax7-ZsGreen positive cells, which express a fluorescent reporter marking PAX7 expression that can be used to isolate fresh satellite cells from muscle digest (Maesner et al., 2016; Arpke et al., 2021). CXCR4 has also been documented on some satellite cell derived cell lines (Ratajczak et al., 2003; Vasyutina et al., 2005). Outside of skeletal muscle, CXCR4 is expressed in numerous types of blood cells, and in the central nervous system (Jazin et al., 1997; Moepps et al., 1997).

The CXCR4 receptor, when activated by its ligand CXCL12, also known as stromal cell-derived factor 1 (SDF-1), plays a crucial role in cell migration during inflammation and organogenesis (Cencioni et al., 2012; Zhao et al., 2014). It can mediate migration of resting leukocytes and hematopoietic progenitors (Janowski 2009; Monzel et al., 2018). Furthermore, CXCR4/SDF1 signaling is important for the migration of primordial germ cells, a function that is conserved in fish, birds, and mammals (Doitsidou et al., 2002; Knaut et al., 2003; Molyneaux et al., 2003; Stebler et al., 2004). CXCR4 or SDF1 mutations have been shown to affect the migration of cerebellar granule cells, hippocampal, and cortical neuronal progenitors (Lazarini et al., 2003). In addition to the regulation of various migration processes, CXCR4/SDF1 also controls growth and survival of various cell types (Molyneaux et al., 2003; Bianchi and Mezzapelle 2020).

During embryogenesis, the SDF1/CXCR4 axis has a major role in skeletal muscle development, particularly with regard to migration of myogenic progenitors. Population of the limb buds (Odemis et al., 2005; Yusuf et al., 2006), tongue, and facial muscles (Yahya et al., 2020) with myogenic progenitors have all been demonstrated to be dependent on CXCR4. SDF-1 is expressed in the mesenchyme of the limb and the first branchial arch, which represent targets of the migrating cells and the application of SDF-1 implants into the limb of chick embryos redirects the muscle progenitor cells toward the ectopic source of the factor and inhibits their differentiation (Vasyutina et al., 2005). In addition, *Cxcr4* mutants mice show a significant increase in the number of apoptotic muscle progenitors, suggesting that *Cxcr4* signals provide not only attractive cues but also control survival (Chong et al., 2007; Bryson-Richardson and Currie 2008).

In adult skeletal muscle tissue the role of CXCR4 signaling in skeletal muscle physiology is less well defined. It has been shown that fibroblasts secrete SDF-1 influencing hematopoietic cells in muscle (Ratajczak et al., 2003), leading to the activation of signaling pathways which stimulate satellite cell migration to sites of inflammation or required regeneration (Ratajczak et al., 2003; Relaix et al., 2021). A recent study has suggested a role for CXCR4 in protecting the satellite cells against the inflammatory induced damage during muscle regeneration (Lahmann et al., 2021). While these studies suggest potential mechanisms by which CXCR4 signaling has an impact on muscle regeneration, well-defined mechanisms whereby CXCR4 regulates satellite cell function are yet to be determined. We therefore designed this study to address the *in vivo* necessity of CXCR4 in satellite cells. By investigating satellite cell maintenance, self-renewal, engraftment after transplantation, and muscle regeneration in the context of satellite cell-specific temporally-regulated genetic ablation of the CXCR4 receptor, we demonstrate a specific role for *Cxcr4* in the activation and early stages of proliferation of satellite cells.

## Materials and methods

### Mice

All animal experiments in this study were performed in accordance with protocols approved by the Institutional Animal Care and Use Committee at the University of Minnesota. We combined the *Cxcr4* ^*fl*^ (008,767 B6.129P2-Cxcr4^tm2Yzo^/J Jackson Laboratories), and *Pax7*-ZsGreen (Bosnakovski et al., 2008) alleles with either the *Pax7*-creERT2 (Keefe et al., 2015) (kindly provided by Gabrielle Kardon) or the *Ubc*-creERT2 (007,001 B6. Cg-^Ndor1Tg(UBC−cre/ERT2)1Ejb^/1J Jackson Laboratories) alleles to generate both *Cxcr4* ^*FL/FL*^ *; Pax7-creERT2; Pax7-ZsGreen* mice and *Cxcr4 FL/FL; Ubc-creERT2; Pax7-ZsGreen* mice. All experiments were conducted using adult mice 3–4 months of age. Transplant recipients were *NSG-mdx* ^*4Cv*^ mice (Arpke et al., 2013).

For *Cxcr4* conditional knockouts, all mice were treated for five consecutive days with 80 mg/kg IP tamoxifen (Sigma Aldrich) dissolved at a concentration of 85 mg per 1 ml 100% ethanol then mixed with sunflower oil (Sigma Aldrich) to reach a final concentration of 12.75 mg in 1 ml vehicle, after which mice were then maintained on tamoxifen diet (TD.140251 Envigo) for the remaining duration of each experiment. For the transplantation experiments, donor mice were not treated with tamoxifen, however recipient mice were treated starting on the day of transplantation.

### Satellite cell harvest

Isolation of bulk satellite cells from hind limbs was performed as described previously (Arpke et al., 2013; Arpke and Kyba 2016). Briefly, hind limb muscles were carefully dissected and cut longitudinally with a razor blade parallel to the muscle fibers, using forceps each time pressing the blade to separate the fibers. The minced muscle was incubated shaking for 75 min in 0.2% collagenase type II (Gibco, Grand Island, NY) in high glucose Dulbecco’s modified Eagle’s medium (DMEM) containing 4 mM L-glutamine 4,500 mg/L glucose, and sodium pyruvate (HyClone, Logan, UT) supplemented with 1% Pen/Strep (Gibco) at 37°C. Samples were washed twice with Rinsing Solution (F-10+), Ham’s/F-10 medium (HyClone) supplemented with 10% Horse Serum (HyClone), 1% 1 M HEPES buffer solution (Gibco), and 1% Pen/Strep. Samples were centrifuged at 500 G for 5 min. After aspiration of supernatant, the sample was resuspended in F-10 containing collagenase type II and dispase (Gibco), vortexed, and incubated shaking at 37°C for 30 min. Samples were vortexed again, drawn and released into a 10 ml syringe with a 16-gauge needle four times, then with a 18-gauge needle four times to release the cells from the muscle fibers prior to passing the cell suspension through a 40-µm cell strainer (Falcon, Hanover Park, IL, United States). The sample was drawn and released into a 10 ml syringe with the 18-gauge needle four additional times and passed through a new 40-µm cell strainer. Samples were centrifugated for 5 min 500 G at 4°C, and resuspended in Fluorescent-activated Cell Sorting (FACS) staining medium: Phosphate Buffered Saline (PBS, Corning, Manassas, VA, United States) containing 2% fetal bovine serum (HyClone) and 0.5 μg/ml propidium iodide, for FACS analysis and sorting on a FACSAriaII (BD Biosciences, San Diego, CA, United States).

Quantification of satellite cells from single injured or control TA muscles was performed similarly. Digested muscle samples were drawn and expelled into a 3 ml syringe four times with 18-gauge needle. The cell suspension was passed through a 40-μm cell strainer. 3 ml of F-10+ was added to each sample to prevent over-digestion; and samples were centrifuged, then resuspended in FACS staining medium. For transplanted TAs, the samples were stained using an antibody mixture of PE-Cy7 rat anti-mouse CD31, PE-Cy7 rat anti-mouse CD45, Biotin rat anti-mouse CD106 (VCAM) and PE Streptavidin from BD Biosciences; and ITGA7 647. Suppliers and clonal identifiers are provided in Supplementary Table S1. The number of donor (ZsGreen^+^) satellite cells and total satellite cells (lineage negative; VCAM, ITGA7 double positive cells) was determined by running the entire volume through the FACS and recording all events. The TA samples were resuspended in 200 µl FACS staining medium (PBS with 2% FBS and propidium iodide) then the total volume was run out on a BD FACS Aria II, with red (641 nm), blue (488 nm) and yellow-green (561 nm) lasers. Propidium iodide-negative (live) cells were gated into either PE (empty) vs. ZsGreen for unstained samples, or for stained samples: APC (ITGA7) vs. PE-Cy7 (Lin), gating Lin-neg cells into APC (ITGA7) vs. PE (VCAM), gating double-positive cells into SSC vs. ZsGreen and counting ZsGreen+ cells. In order to detect the number of CXCR4+ cells within the ZsGreen+ population, the muscle digest was stained with Biotin rat anti-mouse CD184 (CXCR4) monoclonal antibody followed by Streptavidin-PE. In order to isolate the different niche cells we digested uninjured and 48 h post-CTX injury quadriceps muscles as previously described and stained the mononuclear cells with the following antibodies: FITC rat anti-mouse CD31, PE-Cy7 rat anti-mouse CD45, ITGA7 647 and PE rat anti-mouse CD140A (PDGFRα) (Bosnakovski et al., 2020).

### Colony forming cell assay

Satellite cells were identified by FACS and single cell-sorted into 96-well plates in mouse myogenic medium (MMM): DMEM/F12 medium without L-glutamine (Cell Gro, Manassas, VA; 15-090-CV) containing 20% FBS (HyClone), 10% horse serum (Gibco, 26050-088), 50 ng/μl human basic fibroblast growth factor (Peprotech, Rocky Hill, NJ; 100-18), 1% penicillin/streptomycin (Gibco, 15140-122), 1% Glutamax (Gibco, 35050-061), and 0.5% chick embryonic extract (US Biological, Swampscott, MA; C3999). Plates were maintained at 37°C at 5% CO_2_, 5% O_2_, 90% N_2_) for 8 days. Colonies were identified and fixed with 4% paraformaldehyde for 20 min at room temperature, stained with MF20 myosin heavy chain antibody (Developmental Studies Hybridoma Bank, University of Iowa) and counterstained with DAPI and imaged on a Zeiss AxioObserver Z1 inverted microscope with an AxioCamMR3 camera (Thornwood, NY, United States) (Ippolito et al., 2012).

### TA injury and transplantation

Adult (3–4 months old) *Cxcr4* ^FL/FL^; *Pax7*-ZsGreen mice carrying *Pax7*-creERT2 or not were anesthetized with ketamine and xylazine, both hind limbs shaved and sterilized using surgical betadine solution, the skin over the TA was opened with a scissor and both TA muscles were exposed. 25 µl cardiotoxin (10 µM in PBS, Sigma, Saint Louis, MO, United States) was injected with a Hamilton syringe and the skin was closed using nonabsorbable suture. For transplantation experiments, 48 h prior to transplantation of cells, 4 month-old NSG-mdx^4Cv^ mice were anesthetized with ketamine and xylazine and both hind limbs were subjected to 1,200 cGy irradiation using an RS 2000 Biological Research Irradiator (Rad Source Technologies, Inc., Suwanee, GA) with lead shields protecting the body and forelimbs. 24 h prior to transplant, cardiotoxin injury was performed as above. 24 h after this, 300 ZsGreen satellite cells were collected by FACS from donor mice and transplanted in a volume of 10 µl PBS into each TA. 4 weeks after transplantation, one transplanted TA of each mouse was harvested and prepared for sectioning and staining as described previously (Arpke et al., 2013), while the other transplanted TA was prepared for FACS analysis as described above.

### Histology and immunohistochemistry for dystrophin and/or laminin

TA muscles were removed and placed in OCT Compound (Scigen Scientific, Gardena, CA, United States), frozen in liquid nitrogen-cooled 2-methylbutane (Sigma) and stored at −80°C. 10 µm cryosections were cut on a Leica CM3050 S cryostat (Leica Microsystems, Buffalo Grove, IL, United States). Cryosections were air dried then stained with H&E, Sirius Red/Fast Green (SR/FG) or processed for immunohistochemistry. Briefly, slides were fixed with 4% paraformaldehyde, washed 3 times with PBS, permeabilized with 0.3% Triton X-100 (sigma) and blocked for 1 h with 3% BSA in permeabilization solution. Slides were incubated overnight at 4°C with a rabbit polyclonal antibody to dystrophin and/or a mouse monoclonal antibody to laminin (antibody details in Supplementary Table S1), then sections were incubated for 90 min at RT with Alexa Fluor 555 goat anti-rabbit and/or Alexa Fluor 488 goat anti-mouse IgG antibodies (Life Technologies, Grand Island, NY, United States). Coverslips were mounted with Immu-Mount (Thermo Scientific, Kalamazoo, MI, United States). Slides were imaged with a Zeiss Axio Imager. M2 with an AxioCam MRm camera (Carl Zeiss Microscopy, LLC, Thornwood, NY, United States). Images from slides stained with laminin only were used to measure the fiber CSA, while in case of laminin and dystrophin co-staining the number of donor muscle fibers was determined by manually counting dystrophin+ fibers.

The percent fibrosis in the TA was quantified on SR/FG-stained TA sections using ImageJ software. The image was first converted to grayscale based on green, then the threshold was adjusted. The area-stained red was measured and normalized to cross-sectional area (CSA) (Bosnakovski et al., 2022).

### RNA extraction, cDNA synthesis, RTqPCR and transcriptional profiling

Satellite cells were sorted directly into the RNA lysis buffer and the RNA was extracted using the protocol provided with the RNeasy Mini Kit (Qiagen). cDNA was synthesized using High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems). Efficiency of *Cxcr4 in vivo* deletion was determined with Mm01292123_m1 *Cxcr4* TaqMan probe (ThermoFisher). To harvest the RNA from cultured myoblasts, medium was removed and RNA lysis buffer was applied directly over the adherent cell layer then. Lysate was processed as described by the manufacturer.

For RNA-seq, total RNA from freshly sorted and overnight cultured *Pax7*-ZsGreen^+^ cells from both hind limbs of *Cxcr4* WT and *Cxcr4* KO mice was isolated as above. Total RNA samples were submitted to Genewiz (NJ, United States) for quality control analysis, library generation and sequencing using the Illumina HiSeq 2 × 150 paired-end configuration. The raw sequencing data (FASTQ files) with approximately 20 million reads per sample were adapter trimmed (TrimGalore 0.6.0) and mapped to the GRCm38. p6/mm10 genome with STAR (2.7.2a). The number of reads mapping to GENCODE M25 gene annotations were quantified with Rsubread (2.2.6). Differential gene expression was determined using DESeq2 (1.34.0). Genes were ranked by the Wald test-statistic for gene set enrichment analysis (GSEA 4.1.0) using the top 500 up- and down-regulated genes upon satellite cell activation as previously defined in (Machado et al., 2017). Figures were prepared with ggplot2 (3.3.5). Sequence data is deposited in GEO (GSE205015).

### Measuring time to first division

*Pax7*-ZsGreen cells were isolated from *Cxcr4* ^FL/FL^, *Ubc*-creERT2 wild type or mutant mice by FACS and plated for live-cell imaging into 0.1% gelatin-coated 24-well glass-bottom dishes (NC9988706; Mattek; Thermo Fisher Scientific; Waltham, MA, United States) (7,000 cells/well) containing myoblast growth medium, MGM: Ham’s F10 medium with L-glutamine (HyClone) containing 20% FBS (HyClone) and 1% Glutamax (Gibco, 35050-061) 1% Pen/Strep (Gibco) and 10 ng/ml hb-FGF (PeproTech, Cranbury, NJ, United States). Cells from the two sources were treated with MGM containing 5 mM 4-hydroxy tamoxifen (4OHT) at the time of plating and provided fresh medium 18 h after plating. Time-lapse imaging was performed from 18 to 52 h after plating with a Nikon Eclipse Ti-inverted fluorescence microscope equipped with an automated stage (Prior) and a custom chamber to maintain a constant 37°C temperature, high humidity, and 5% CO_2_. Multiple positions were analyzed per group with images acquired every 10 min using phase contrast. Images were collected using a 20X CFI Plan Apochromat Lambda (NA = 0.75) objective (Nikon). For each condition, at least 100 individual cells were tracked. Following imaging, data were exported as individual TIFFs for each position and time point. ImageJ was used to concatenate TIFF images from each location and time to first division was determined for each as previously described (Larson et al., 2022).

### *In vitro* EdU proliferation assay

*Pax7*-ZsGreen cells were isolated by FACS and plated into 0.1% gelatin-coated 96-well plates (1,000 cells/well) containing MGM. 4OHT (HelloBio) dissolved in DMSO was applied daily (5 mM final concentration). At day 7, we added EdU 10 µM (Invitrogen) for 6 h, fixed cells with 4% PFA. Cells were stained with Click-iT EdU Cell Proliferation Kit for Imaging, Alexa FluorTM 555 dye (C10338; Invitrogen) according to manufacturer’s instructions. The cells were then incubated in 4,6-diamidino-2-phenylindole (DAPI 1:1,000 dilution in PBS) for 20 min at room temperature. EdU+ nuclei were identified and imaged at 10X magnification on a Zeiss Observer. Z1 inverted microscope equipped with an AxioCam Mrm camera (Thornwood, NY, United States).

### ATP cell proliferation luciferase assay

*Pax7*-ZsGreen cells were isolated by FACS and plated into 0.1% gelatin-coated 96-well plates (1,000 cells/well) containing MGM with or without 5 mM 4OHT. At day 7 post-plating, medium was replaced with CellTitre-Glo (G7570; Promega, Madison, WI) reagent (1:3) in 100 µl of PBS. Plates were allowed to equilibrate for 3 min, then read on a Cytation3 plate reader (BioTek, Winooski, VT, United States).

### Statistical analysis

All data were analyzed with two-tailed unpaired Student *t*-tests for determining significant differences between two groups or one-way ANOVA with Tukey’s post hoc for determining significant differences between three or more groups; data was tested for normality using (Kolmogorov–Smirnov test). Significance was considered at *p* values of <0.05. Data are presented as mean ± SEM unless otherwise indicated. All statistical testing was performed using GraphPad Prism 8.0 (GraphPad Software Inc., San Diego, CA, United States). Sample sizes are reported as the number of independent mice from which the cells were analyzed or isolated. All histology images were processed and analyzed in a blinded manner with samples being de-identified as to study or control.

## Results

### CXCR4 is necessary for repopulation of the satellite cell pool upon transplantation

We previously developed a transplantation-based assay to monitor self-renewal and differentiation potential of satellite cells in which 300 Pax7-ZsGreen (Bosnakovski et al., 2008) cells are transplanted bilaterally into injured, irradiated tibialis anterior muscles of NSG-mdx^4Cv^ mice (Arpke et al., 2021). One month after transplant, one TA muscle is digested and run completely through a flow cytometer to quantify contribution to the satellite cell pool while the other TA muscle is used for dystrophin immunostaining to quantify contribution to the differentiated fiber population. We adapted this assay to test the role of CXCR4 in these processes by using donor *Pax7*-ZsGreen mice that also carried homozygous floxed *Cxcr4* alleles and the strong ubiquitously expressed *Ubc-creERT2*. Although *Ubc-creERT2* is expressed in every cell lineage enabling conditional knockout of *Cxcr4* in all cell types (Supplementary Figure S1B), because only satellite cells are transplanted, treatment of the recipient mice with tamoxifen deletes *Cxcr4* only in the donor cells. Half of the recipients received tamoxifen to delete *Cxcr4* while half received vehicle, starting on the day of transplant (Figure 1A). FACS analysis demonstrated that the *Cxcr4* knockout resulted in a tremendous inhibition of satellite cell self-renewal evident by a 3-fold drop in the number of *Pax7*-ZsGreen cells in the recipient TA muscles of the TMX-treated group (Figures 1B,C, Supplementary Figure S1A). To assess the *Cxcr4* deletion efficiency, we stained the TA muscle digest for cell surface receptors ITGA7 and CXCR4 and determined the frequency of CXCR4^+^ cells among the ITGA7^+^ ZsGreen^+^ cells, which revealed a dramatic reduction of CXCR4^+^ cells in the TMX-treated group, in those rare cells that populated the satellite cell compartment 1 month post-transplant (Figures 1B,D).

**FIGURE 1:**
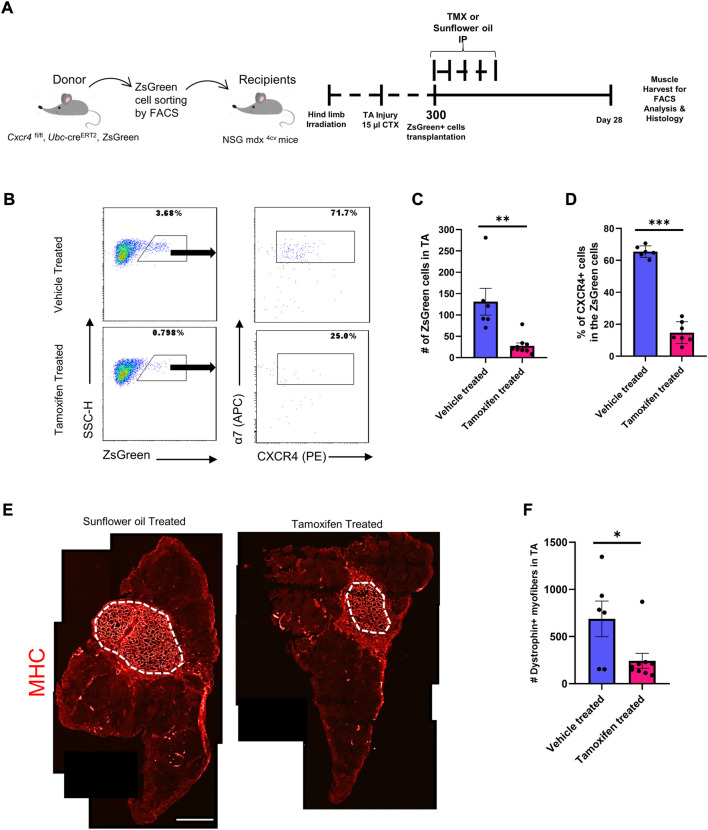
*Cxcr4* Knockout impairs engraftment and repopulation of the satellite cell pool upon transplantation. **(A)** Schematic for the transplantation assay. **(B)** Representative FACS plots from both the TMX- and vehicle-treated groups showing the number of the ZsGreen^+^ cells in the TA muscle after transplantation and the percent of CXCR4^+^ cells among the ZsGreen^+^ ITGA7^+^ cell fraction. **(C)** Total number of ZsGreen^+^ cells in TA muscles of recipient NSG-mdx4cv mice. Vehicle treated (n = 6). Tamoxifen treated (*n* = 9). **(D)** Percentage of the CXCR4^+^ population in the ZsGreen^+^ cells in recipient TA muscles. **(E)** Representative immunofluorescence images for TA muscles stained by Dystrophin (Red). Scale bar = 100 µm. **(F)** Total number of Dystrophin^+^ fibers in the TA muscles of vehicle and tamoxifen treated recipient mice. Vehicle treated (*n* = 6). Tamoxifen-treated (*n* = 9). Data are presented as mean ± SEM,*p < 0.05, **p < 0.01 and ***p < 0.001 by *t*-test.

We then evaluated the differentiation efficiency of the *Cxcr4*-deleted satellite cells by counting dystrophin+ (donor-derived) fibers. This revealed a significant drop in the number of dystrophin+ fibers in the TA sections of the TMX-treated group compared to the vehicle treated (Figures 1E,F), indicating that absence of *Cxcr4* impaired both the repopulation of the satellite pool as well as the regeneration of new fibers.

We repeated these transplants using a design in which all mice were TMX-treated, but were transplanted with donor cells from mice either carrying or lacking creERT2. For these studies, we used the *Pax7-creERT2* allele (Keefe et al., 2015) which is satellite cell-specific but expresses at somewhat lower efficiency than *Ubc*-creERT2. To suppress revertants, after the course of TMX injections, recipients were kept on TMX chow. These conditions replicated results with *Ubc*-creERT2 (Supplementary Figures S1C–E).

To evaluate the efficiency of *in vivo* deletion under steady state conditions prior to injury, we isolated hind limb satellite cells immediately after the course of five consecutive doses of TMX IP, and evaluated *Cxcr4* expression on *Pax7*-ZsGreen cells by FACS and RTqPCR spanning the deleted exon 2. While *Cxcr4* mRNA was reduced by 90%, protein expression levels on satellite cells were reduced more modestly (Supplementary Figures S2B–D), likely reflecting the fact that protein turnover is low in quiescent cells and suggesting that steady state changes might take longer timeframes to identify.

### CXCR4 enables expansion of the satellite cell pool after injury

Because post-transplant both self-renewal and differentiation were suppressed in the absence of CXCR4, we evaluated the early expansion of satellite cell-derived progenitors. We treated 3 month old female *Cxcr4* ^FL/FL^; *Pax7*-creERT2; *Pax7*-ZsGreen mice with five daily doses of TMX IP and on day 4 performed unilateral CTX injury of the left TA muscle. CTX injury causes hypertrophy in WT mice and accordingly, 1 month later, TA muscles of *Cxcr4* WT mice had significantly increased in mass, while *Cxcr4* KO muscles were not significantly increased and were significantly smaller (*p* < 0.001) than the injured WT (Figure 2A). We quantified the number of *Pax7*-ZsGreen cells by FACS in a subset of injured animals and found a significant failure of the satellite cells from *Cxcr4* KO to expand in response to injury, unlike the control which responded robustly to the injury by doubling the number of ZsGreen cells in the injured limb compared to the uninjured (Figures 2B,C).

**FIGURE 2:**
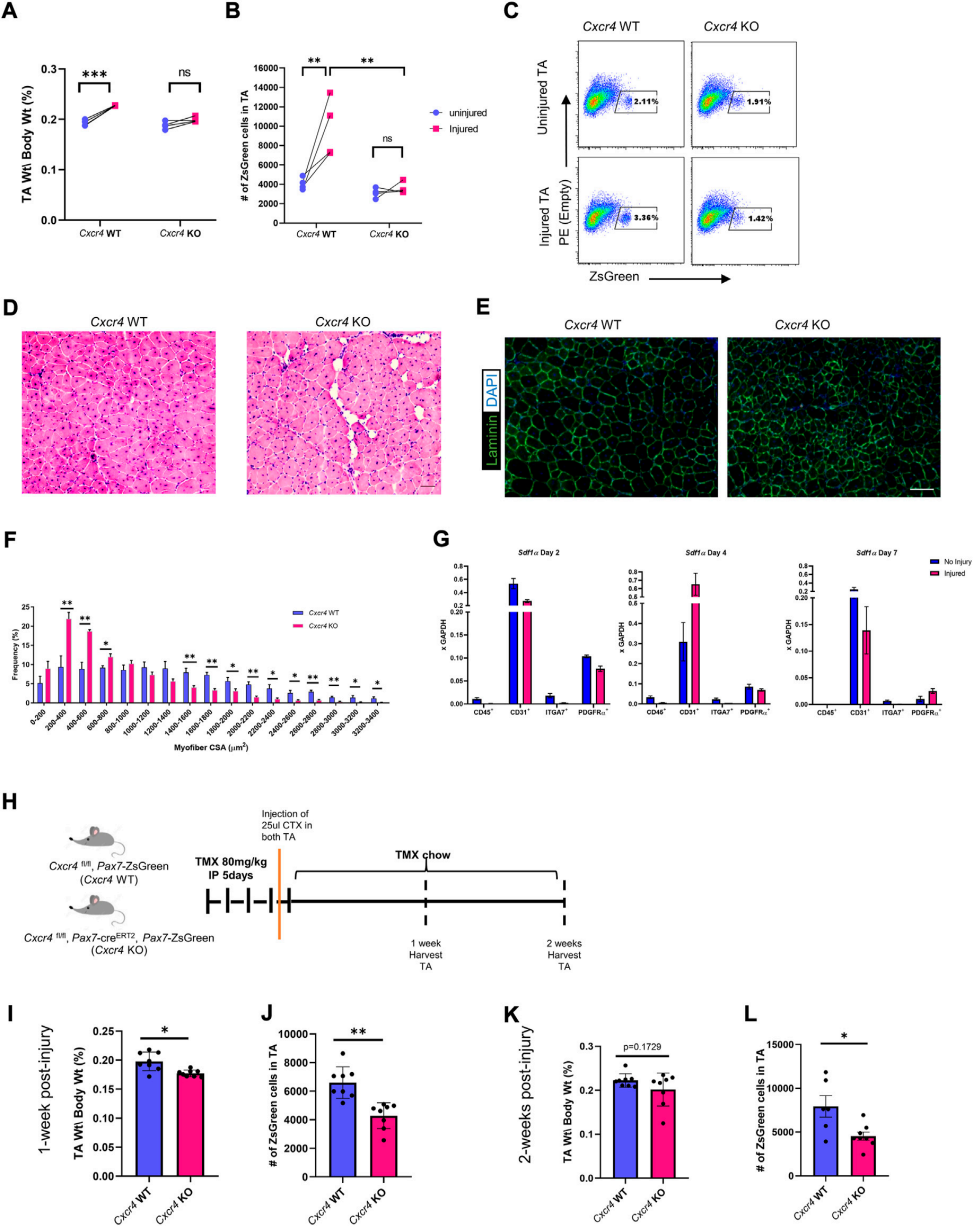
CXCR4 is necessary for proper skeletal muscle regeneration and expansion of the satellite cell pool after injury. **(A)** TA mass normalized to body weight in uninjured and injured, *Cxcr4* WT and KO, mice. **(B)** Total number of ZsGreen^+^ cells in the TA muscle of uninjured and injured, *Cxcr4* WT (*n* = 4) and KO (*n* = 4), mice. **(C)** Representative FACS plots showing the total number of ZsGreen^+^ cells in uninjured and injured, *Cxcr4* WT (*n* = 4) and KO (*n* = 4), mice. **(D)** Representative H&E staining of TA sections from *Cxcr4* WT and KO mice 4 weeks after the second injury. Scale bar = 50 µm. **(E)** Representative IF staining for laminin (green) and DAPI (blue) in TA sections from *Cxcr4* WT and KO mice 4 weeks after the second injury. Scale bar = 100 µm. **(F)** Myofiber cross sectional area distribution in TA muscles of *Cxcr4* WT (*n* = 5) and KO (*n* = 5), 4 weeks after the second injury. **(G)** RTqPCR for *Sdf1a* in hematopoietic (CD45^+^), endothelial (CD31^+^), myogenic (ITGA7^+^), and FAP cells (PDGFRα^+^) in uninjured and 2, 4, 7 days post-injury muscles (*n* = 4) mice. **(H)** Schematic for the short-term (1 and 2 weeks) post-injury studies. **(I)** TA mass normalized to body weight in *Cxcr4* WT and KO mice 1 week post CTX injury. **(J)** Total number of ZsGreen^+^ cells in the TA muscle of *Cxcr4* WT (*n* = 4) and KO (*n* = 4), mice 1 week post CTX injury. **(K)** TA mass normalized to body weight in *Cxcr4* WT and KO mice 2 weeks post CTX injury. **(L)** Total number of ZsGreen^+^ cells in the TA muscle of *Cxcr4* WT (*n* = 4) and KO (*n* = 4), mice 2 weeks post CTX injury. Data are presented as mean ± SEM,*p < 0.05, **p < 0.01 and ***p < 0.001 by *t*-test and two-way ANOVA.

### Histological abnormalities after double injury in *Cxcr4*-mutant muscle

Because previous work failed to detect histological damage after a single injury in the *Cxcr4 Pax7*-cre-driven mutant (Lahmann et al., 2021), we treated mice with TMX IP for 5 days, placed on TMX chow to minimize escapers, and subjected TA muscles to two bouts of CTX injury, 3 weeks apart (Supplementary Figure S2E). 28 days after the second injury *Cxcr4*-KO ^PAX7^ muscle showed vacuolar degeneration together with smaller myofibers (Figures 2D–F). These data suggest that *Cxcr4* is necessary in satellite cells for optimal regenerative response, particularly to severe injury.

### Endothelial cells and fibroadipogenic progenitor are the primary sources of Sdf1α in skeletal muscle.

Activation is associated with early cytological changes in the inflammatory and fibroadipogenic progenitor (FAP) compartments of skeletal muscle (Joe et al., 2010). To determine what cell types are producing SDF1α, the ligand for CXCR4, we sorted mononuclear cells from steady state and injured skeletal muscle into hematopoietic (CD45^+^), endothelial (CD31^+^), myogenic (ITGA7^+^) and FAP (PDGFRΑ^+^) components and investigated *Sdf1α* expression by RTqPCR (Supplementary Figure S3D). Almost all of the *Sdf1*α message was present in two cell types: endothelial cells and FAPs, and among these, more abundant in endothelial cells (Figure 2G). Interestingly, while in endothelial cells, *Sdf1α* expression fluctuated after injury (down at day 2, significantly elevated at day 4), it was fairly constant at these times in post-injury in FAPs.

### Satellite cell numbers decline early after injury.

We next investigated at what stage the difference in satellite cell numbers after injury could be detected. Using the same unilateral injury regimen, we analyzed muscles 1 and 2 weeks post-injury by FACS and histology (Figure 2H). Already 1 week post-injury, there was a significant reduction in the TA mass normalized to the body weight among the *Cxcr4* KO group together with a decline in the number of ZsGreen^+^ cells in the TA. At 2 weeks post injury, although muscle mass caught up somewhat, the satellite cells failed to expand and were still significantly different between WT and KO (Figures 2I–L and Supplementary Figure S2G). Histology demonstrated poor regeneration, evident by widening of the interstitial space, vacuolar degeneration, myofiber necrosis and accumulation of interstitial cells (Supplementary Figure S2F) in the KO at both 1 and 2 weeks post-injury. Furthermore, Sirius Red Fast Green staining of the TA sections revealed a widening of the endomysium, with greater numbers of smaller fibers and a trend toward greater collagen/ECM deposition in the *Cxcr4* KO group (Supplementary Figures S2H,I).

### CXCR4 regulates satellite cell maintenance

The defective satellite cell expansion after injury in the absence of the CXCR4 led us to investigate whether CXCR4 plays any role in steady state muscle. We treated *Cxcr4* ^FL/FL^; *Pax7*-creERT2; *Pax7*-*ZsGreen* mice with five doses of TMX IP then maintained them on TMX chow for 6 weeks (Supplementary Figure S3A) and evaluated skeletal muscles from the hindlimbs, forelimbs and diaphragm. Muscle mass and histology was not significantly altered (Supplementary Figure S3B,C), with only modest and non-significant declines in the normalized diaphragm mass, and to an even lesser extent, the TA. In contrast to whole muscle, the satellite cell population showed a degree of dependence on *Cxcr4* even in the steady state, with *Pax7*-ZsGreen^+^ cell numbers declining in the TA within 2 weeks of TMX treatment (Figure 3). As an additional control, we compared ZsGreen^+^ cells in the hind limb muscles of the *Cxcr4* ^FL/FL^; *Pax7*-ZsGreen; *Pax7*-creERT2 mice not treated with TMX to mice lacking the *Pax7*-creERT2 transgene, and found no difference in the frequency of satellite cells, demonstrating that the cre transgene has no effect in the absence of tamoxifen (Supplementary Figure S4D).

**FIGURE 3:**
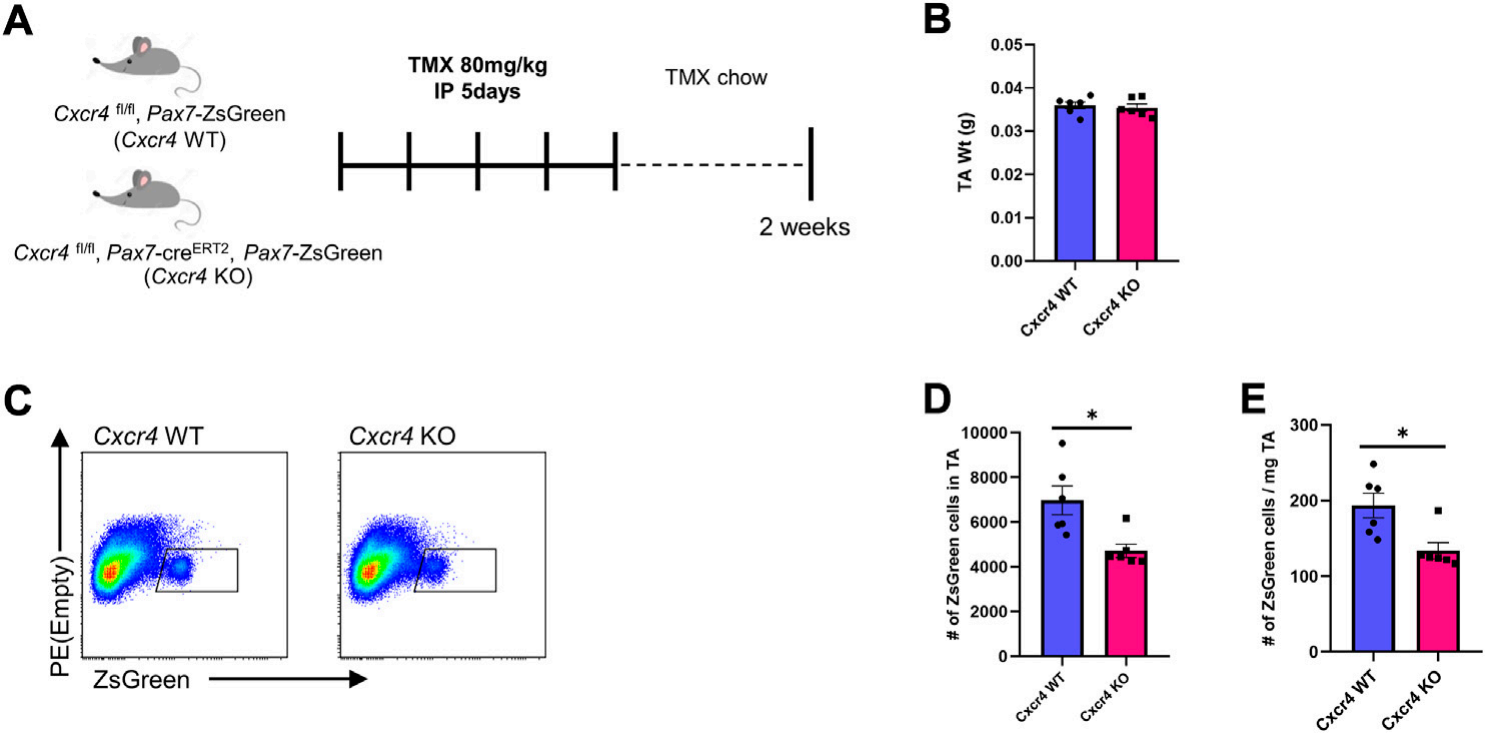
CXCR4 is necessary for satellite cell maintenance. **(A)** Schematic for Tamoxifen treatment and time of analysis. **(B)** TA mass normalized to body weight in *Cxcr4* WT and KO mice. **(C)** Representative FACS plots from *Cxcr4* WT and KO groups showing total number of ZsGreen^+^ cells in the TA muscle. **(D)** Total number of ZsGreen^+^ cells in the TA from CXCR4 WT (*n* = 3) and KO (*n* = 3) mice. **(E)** Total number of ZsGreen^+^ cells per mg TA mass from *Cxcr4* WT and KO mice. Data are presented as mean ± SEM, *p < 0.05 by *t*-test.

### CXCR4 regulates early satellite cell proliferation *in vitro*

To further characterize the satellite cell impairment, we studied the behavior of freshly isolated satellite cells in culture. *Cxcr4* ^FL/FL^, *Pax7*-cre^ERT2^+/-, *Pax7*-ZsGreen mice and cre-neg controls were treated with tamoxifen (5 IP injections), and hind limb satellite cells plated into growth medium (Supplementary Figure S4A). Cells from mice lacking cre grew out much more efficiently (Supplementary Figure S4B); furthermore, adding 4OHT to the medium selectively suppressed outgrowth of cells from cre+ mice, suggesting that escapers contributed to the residual growth of the FL/FL cells. Because *Pax7* is downregulated upon activation, the *Pax7-creERT2* allele is not expressed efficiently *in vitro*. To study deletion at later time points *in vitro*, we made use of the *Ubc-cre* allele. Short term cultures of satellite cells from *Cxcr4* ^FL/FL^, *Ubc*-cre^ERT2^+/-, *Pax7*-ZsGreen mice exposed to 4OHT (4-hydroxy tamoxifen) *in vitro* efficiently lost *Cxcr4* expression (Figures 4A,B, Supplementary Figure S2B), and failed to proliferate, morphologically (Figure 4C), quantitatively by ATP assay (Figure 4D), and by EdU incorporation (Figures 4E,F)*.* A large fraction of cells in the KO arm + 4OHT were undergoing apoptosis by the 7 day time point, as shown by TUNEL (Figures 4G–I). Time lapse imaging showed that the great majority of cells had not undertaken their first division by 50 h post-plating (Figures 5A,B), and furthermore showed greatly reduced cytomobility (Figure 5C, Supplementary Figure S4C, Supplementary Video S1).

**FIGURE 4:**
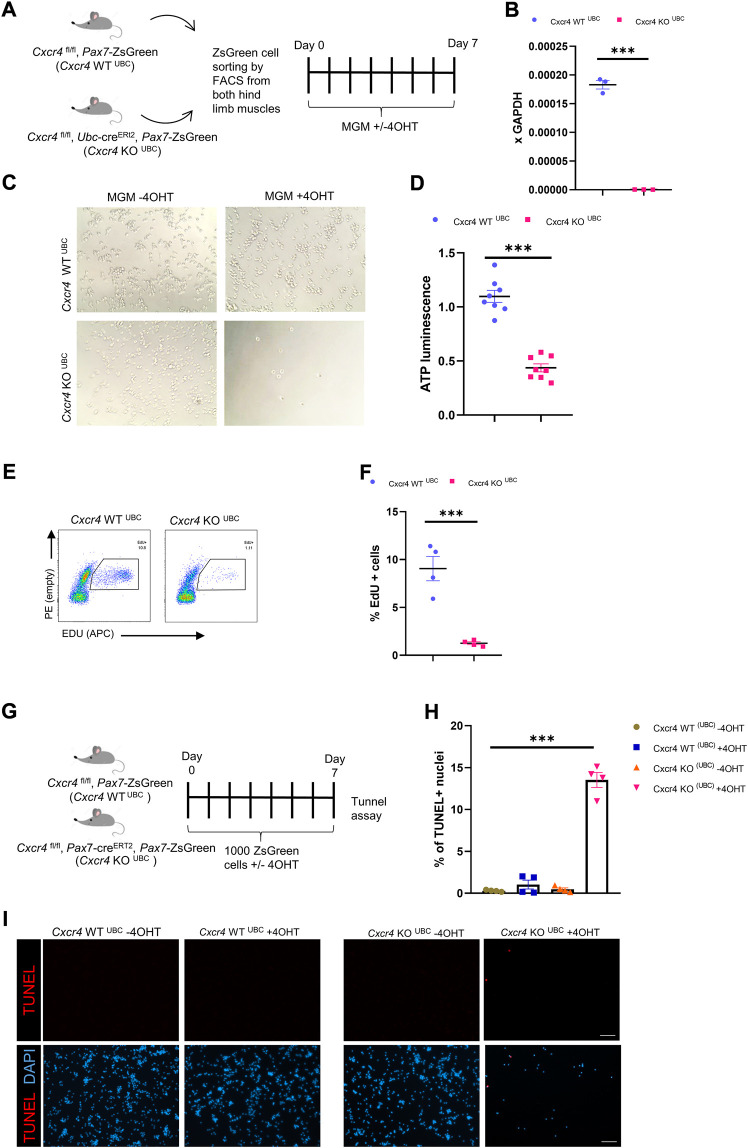
CXCR4 regulates early proliferation of satellite cells. **(A)** Schematic for Tamoxifen treatment and time of analysis. **(B)** RTqPCR for expression of Cxcr4 in myoblasts from Cxcr4^FL/FL^; Ubc-creERT2; Pax7-ZsGreen mice (KO^UBC^) (*n* = 3) or Cxcr4 ^FL/FL^; Ubc-creERT2; Pax7-ZsGreen controls lacking cre (WT^UBC^) (*n* = 3), treated with 4OHT. **(C)** Representative bright field images for myoblasts from Cxcr4-KO^UBC^ or WT^UBC^ +/- 4OHT. **(D)** Cell growth assay measuring ATP luminescence in myoblasts from Cxcr4-KO^UBC^ (*n* = 3) or WT^UBC^ (*n* = 3) +/- 4OHT. Results are normalized to untreated. **(E)** Representative FACS plots for EdU staining of myoblasts 7 days in culture from Cxcr4-WT^UBC^ +4OHT (*n* = 3) and Cxcr4 KO^UBC^ +4OHT (*n* = 3). **(F)** Frequency of EdU + cells for replicates of the cells shown in E. **(G)** Schematic for the in vitro analysis of apoptosis. **(H)** Frequency of TUNEL + nuclei in Cxcr4-WT^UBC^ and KO^UBC^ cultured satellite cells ± 4OHT. **(I)** Representative immunofluorescence staining for TUNEL in Cxcr4-WT^UBC^ and Cxcr4-KO^UBC^ +/- 4OHT scale bar = 100 µm. Note also the low cell number in KO^UBC^ + 4OHT. Data presented as mean ± SEM, ***p < 0.001 by t-test and two-way ANOVA.

**FIGURE 5:**
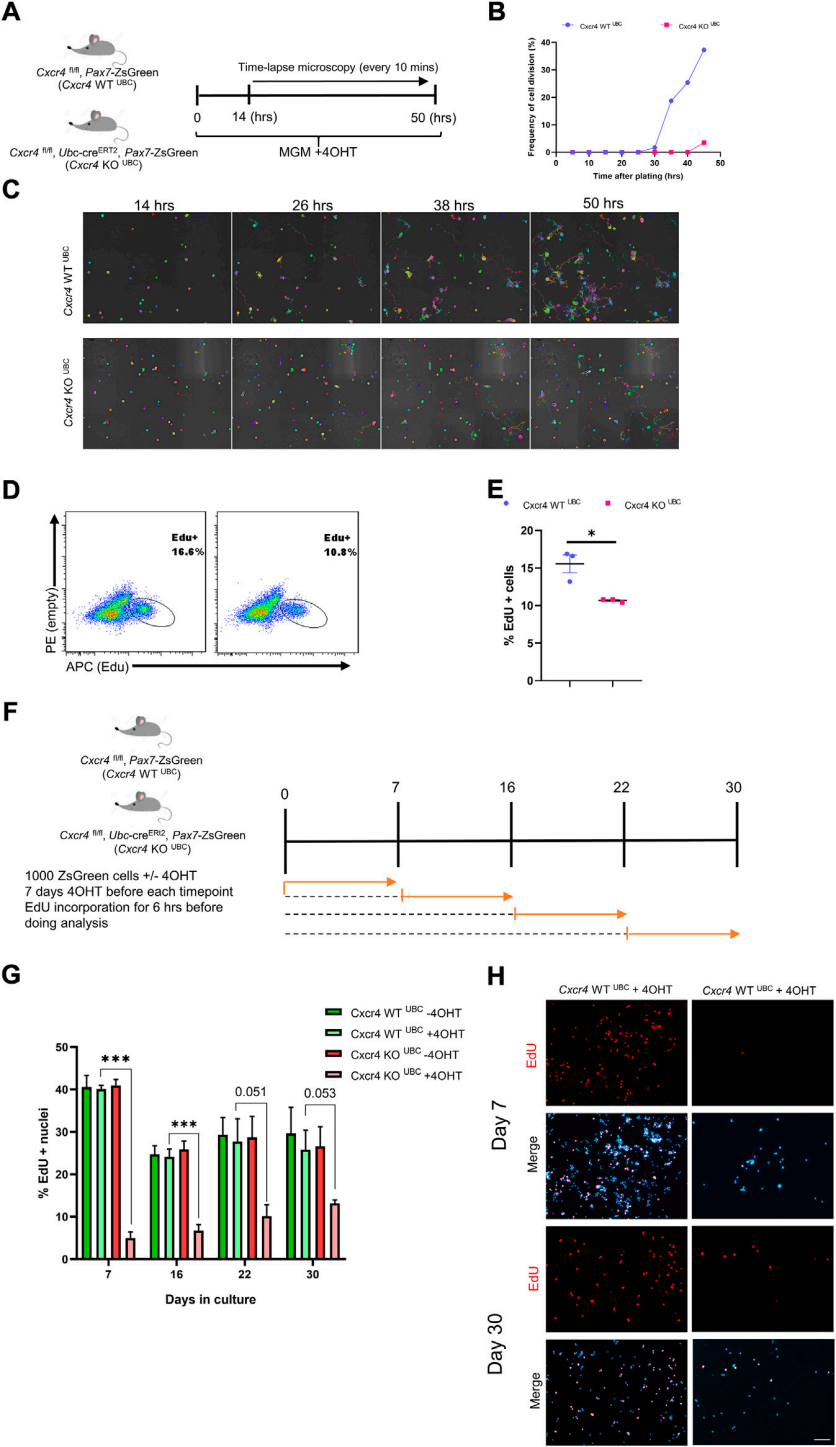
Differential dependence of satellite cells vs. established myoblasts on CXCR4. **(A)** Schematic for time lapse experiment measuring time to first division. **(B)** Frequency of satellite cells having undertaken first division over time. **(C)** Representative images tracing satellite cell mobility during time lapse imaging. Colors were randomly assigned by the Nikon Element software for every Binary Particle in the Time lapse movie. **(D)** Representative FACS plots for EdU staining of established myoblasts (6 weeks in culture) from Cxcr4-KO^UBC^ (*n* = 3) and Cxcr4-KO^UBC^ (*n* = 3) mice. Established myoblasts were treated with 4OHT for 1 week, and treated with EdU for the last 6 h of the final day. **(E)** Quantification of EdU+ cells for the experiment shown in D. **(F)** Schematic for testing proliferation dependence on CXCR4 in cultured satellite cells over time. **(G)** Frequency of EdU+ nuclei in myoblasts tested after 4OTH addition at various times over 30 days in culture. Data are presented as mean ± SEM, ***p < 0.001 by *t*-test. **(H)** Representative EdU incorporation at day 7 and day 30 in the experiment outlined in F. Scale bar = 100 µm.

We then tested whether CXCR4 was necessary for the proliferation of established myoblasts. When cultures obtained from *Cxcr4* ^FL/FL^; *Ubc*-creERT2 satellite cells were passaged for 6 weeks as myoblasts and then exposed to 4OHT, cells continued to grow robustly, although they showed a modest but statistically significant decline in EdU incorporation suggesting a slightly longer cell cycle (Figures 5D,E). To dissect the temporal necessity of CXCR4, we set up a new experiment in which *Cxcr4* WT ^UBC^ and *Cxcr4* KO ^UBC^ cells were grown in myogenic growth medium and treated with 4OHT at various intervals (day 0, 7, 16 and 22), given 7 days of further growth to allow complete deletion of *Cxcr4*, treated with EdU for 6 h (Figure 5F). This revealed a much greater *Cxcr4*-dependence in the earliest cell divisions than in later divisions, with EdU incorporation in the absence of *Cxcr4* gradually increasing with age of culture (Figures 5G,H and Supplementary Figure S5A). Moreover, we assessed the colony-forming activity of satellite cells in the absence of CXCR4. Single satellite cells from *Cxcr4* -WT ^UBC^ and *Cxcr4*-KO ^UBC^ mice were plated in 96-well dishes + 4OHT and colonies were assessed 8 days later (Ippolito et al., 2012) (Supplementary Figure S5B). Both the ability of the cells to form colonies *in vitro* and the mean colony sizes were reduced in the *Ubc*-cre group compared to cre-negative controls (Supplementary Figures S5C,D).

### Transcriptional profile suggests defective activation in the absence of CXCR4.

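RNA was sequenced from Pax7-ZsGreen+ cells sorted from hind limb muscle of *Cxcr4* WT mice, which lacked cre, and of *Cxcr4* KO mice, which carried Pax7-creERT2. The sample labels give 5 tamoxifen injections of 80 mg/kg. There were 4 WT and 4 KO libraries from freshly sorted cells, called quiescent here, and 2 WT and 2 KO libraries from cells cultured overnight, called activated. The authors trimmed the reads, mapped them to GRCm38 and counted them on GENCODE genes, and the deposited counts are whole numbers without normalization. The paper's text does not say how reads that map to several places were treated. Between 12775593 and 23717013 reads per quiescent library were counted on genes, with a median of 20158900 in WT and 20067800 in KO. Counts were normalized for library size by edgeR's TMM method and are given as CPM, counts scaled to a common library size. Genes with too few counts for a test were removed by edgeR's filterByExpr, which left 25771 genes, and the 4 groups shared one quasi-likelihood fit with Benjamini-Hochberg adjustment. A gene was counted as differentially expressed at an adjusted p-value under 0.05, a log2 fold change beyond 1 in either direction and a mean count over 10 in the compared libraries. On simulated counts with 200 changed genes, this test recovered 83.5% of them with 4 libraries against 4 and made 11 false calls. The simulated changes all lay beyond the fold change threshold, in genes above a minimum mean count, so this share does not hold for smaller changes. Coordinates are those of GENCODE release 21 on GRCm38.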

To better understand the mechanism of *Cxcr4* activity in satellite cells, we performed transcriptional profiling. 

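*Cxcr4* (ENSMUSG00000045382), on chromosome 1 from 128588199 to 128592293, had 80.5 ± 25.3 CPM (SD, n = 4) in quiescent WT libraries and 17.1 ± 3.54 CPM (SD, n = 4) in quiescent KO libraries. Its log2 fold change was -2.24 (standard error 0.31, adjusted p = 0.00477 from edgeR's quasi-likelihood test), and each KO library lay below each WT library. It stayed between -2.35 and -2.03 across the 8 fits that each left out one library. In all, 4 genes were differentially expressed between quiescent KO and WT libraries, and 448 genes had an unadjusted p-value under 0.05. *Rab6b* (ENSMUSG00000032549; chromosome 9, 103111787 to 103185276) fell from 37.98 ± 5.94 to 6.06 ± 1.91 CPM (SD, n = 4 each). The remaining genes rose, and both are annotated as processed pseudogenes. *Gm10036* (ENSMUSG00000058064; chromosome 18, 15832794 to 15833327) rose from 3.03 ± 0.271 to 28.1 ± 13.6 CPM (SD, n = 4 each), with a log2 fold change of 3.20 (standard error 0.31). *Hdac1-ps* (ENSMUSG00000061062; chromosome 17, 78491582 to 78493025) rose from 2.83 ± 0.297 to 11.9 ± 4.72 CPM (SD, n = 4 each), and its adjusted p-value was 0.0124 in edgeR's test. Leaving out any WT library, or KO replicate 2, took *Hdac1-ps* above an adjusted p-value of 0.05, with the highest value of 0.130 without WT replicate 3. With edgeR on the quiescent libraries alone, its adjusted p-value was 0.0800, and 0.133 with the replicate number as a block. *Gm10036* is 99.3% identical to its parent gene *Rpl11*, and *Hdac1-ps* is 99.4% identical to *Hdac1*, so reads could be counted on either. The long noncoding RNA *Gm47015* (ENSMUSG00000112907; chromosome 10, 79412962 to 79417905) had a log2 fold change of 2.62 (standard error 0.45) at an adjusted p-value of 0.0606 in edgeR's test. The number of differentially expressed genes moved most without a filter on low counts, to 47 genes. With KO replicate 3 left out it was 7. *Pax7* had 392 ± 85.0 CPM in WT and 247 ± 49.7 CPM in KO libraries (SD, n = 4 each). Its log2 fold change of -0.67 (standard error 0.23) had an unadjusted p of 0.00987 and an adjusted p of 1 from edgeR's test, although the WT and KO libraries did not overlap. *Myod1* mRNA did not differ beyond its spread, at 1784 ± 1148 CPM in WT and 1942 ± 925 CPM in KO libraries (SD, n = 4 each).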

In the steady state, satellite cells lacking *Cxcr4* showed virtually no statistically significant differences in gene expression (Figure 6A). We next profiled activated satellite cells, by studying gene expression after isolation and overnight culture in growth medium. This revealed a large set of differentially expressed genes (Figure 6B), demonstrating that the primary activity of *Cxcr4* signaling as it relates to transcription is in activated as opposed to quiescent satellite cells (Supplementary Tables S2A,B). 

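The activated libraries were shallower, with between 3172164 and 5427280 counts on genes, and between 10344 and 13411 genes reached 10 counts, against 19717 to 23436 genes in the quiescent libraries. A single gene with ribosomal RNA sequence, CT010467.1, took 12.6% and 40.3% of the counts in the WT libraries and 11.5% and 28.8% in the KO libraries, and under 1% in each quiescent library. The lower shares were those of both libraries numbered replicate 1. On simulated counts with 2 libraries against 2 at this depth, the test recovered 49% of 200 changed genes. These changes too were all beyond the fold change threshold, so smaller ones are not covered by this share. *Cxcr4* had 23.9 ± 13.3 CPM in WT and 9.54 ± 5.86 CPM in KO libraries (SD, n = 2 each), and KO replicate 2 with 13.7 CPM was close to WT replicate 2 with 14.5 CPM. Its log2 fold change of -1.35 (standard error 0.46) had an adjusted p of 0.381 in edgeR's test, and leaving out one library moved it between -2.24 and -0.69. *Pax7* changed by a log2 fold change of -0.12 (standard error 0.33), and the WT and KO libraries overlapped. Its fold change was -0.63 without KO replicate 1 and 0.19 without KO replicate 2. For *Myod1*, with 1517 ± 328 CPM in WT and 1573 ± 443 CPM in KO libraries (SD, n = 2 each), the difference was smaller than the spread between replicates.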

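Between activated KO and WT libraries, 13 genes were differentially expressed, 8 higher and 5 lower in KO, and 2158 genes had an unadjusted p-value under 0.05. Among the genes that rose, the largest log2 fold changes were 3.98 for *AW551984* (standard error 0.67), 3.69 for *Myh8* (standard error 0.65) and 3.63 for *Fbxl16* (standard error 0.66). Among those that fell, they were -3.37 for *Foxm1* (standard error 0.60), -3.21 for *Ngfr* (standard error 0.57) and -2.79 for *Rrm2* (standard error 0.45). *Mcm4* and *Klhl25* also fell, by log2 fold changes of -2.20 and -2.19. Several of these genes had few counts in 1 genotype. Summed counts in WT and KO libraries were 78 and 7 for *Foxm1*, 73 and 7 for *Ngfr*, and 5 and 60 for *Fbxl16*. They were 12 and 160 for *Myh8* and 17 and 333 for *AW551984*. Of 10 alternatives, *Foxm1* and *Ngfr* passed in 5, and *Fbxl16* and *Klhl25* in 4. *AW551984* and *Rrm2* passed in 8, and *Myh8* and *Mcm4* in 7. The adjusted p-values of the 13 genes in edgeR's test lay between 0.0112 and 0.0482, close to the threshold. The number of genes and the balance of directions depended on the setting. The number was 332 without a filter on low counts (127 higher and 205 lower in KO), 144 with DESeq2 on all 12 libraries (57 higher and 87 lower), 30 with DESeq2 on the activated libraries alone (20 higher and 10 lower), and 2, both higher, when genes needed a mean count of at least 10 over all libraries. With edgeR on the activated libraries alone the number was 3, all higher. With the replicate number as a block added it was 23 (15 higher and 8 lower), with 7 of them among the 13. Leaving out one library leaves 1 library in a group, so no test was made without each. The difference between the states was also tested directly. For the KO effect in activated cells against that in quiescent cells, 0 genes passed, 1699 genes had an unadjusted p-value under 0.05, and the smallest adjusted p-value in edgeR's test was 0.0574. This count was 47 with DESeq2 on all 12 libraries, 170 without a filter on low counts and 6 with the replicate number as a block. From the larger number of differentially expressed genes after culture, the paper concludes that *Cxcr4* signaling acts on transcription mainly in activated rather than quiescent satellite cells.

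**Figure D1:**
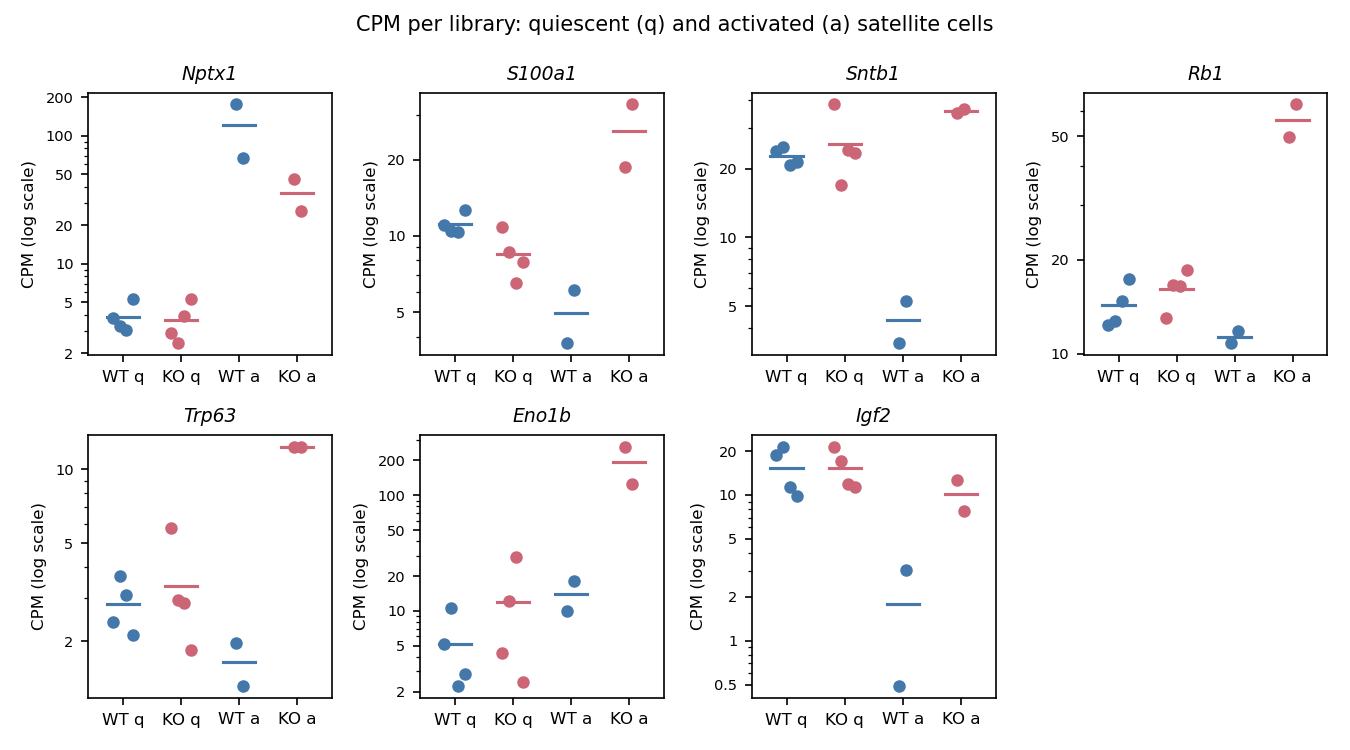
CPM (log scale) of 7 genes in each library of quiescent (q) and activated (a) WT and KO satellite cells, with 1 point per library and a line at the mean. In the activated libraries, WT and KO do not overlap for any of the 7 genes, with Rb1 at 56.5 CPM in KO against 11.3 CPM in WT.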

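Between activated and quiescent WT libraries 6750 genes were differentially expressed, 2486 higher and 4264 lower in the activated libraries. Between activated and quiescent KO libraries there were 7633, 2858 higher and 4775 lower. All quiescent libraries carried transcripts of the Y chromosome, while all activated libraries carried *Xist* and almost none of the Y chromosome, so that the state of the cells and the sex of the mice changed together. A list of 18 immediate early genes, 17 of them tested, had a median log2 fold change of -0.64 between activated KO and WT libraries, with 15 genes lower and 1 higher. Limma's camera test gave this list an adjusted p of 5.96e-07, but fry, which takes the correlation between the genes from the libraries, gave 0.850. Among the 17 genes, 4 passed when adjusted over the list alone and 0 when adjusted over all genes tested. The mean log2 CPM of the list was 7.01 and 5.81 in the WT libraries and 5.77 and 5.93 in the KO libraries, so that the difference rests on WT replicate 1.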

By inspection, we noted that many genes associated with early activation were diminished in expression levels in *Cxcr4* KO activated satellite cells, therefore we evaluated a set of previously-defined genes whose expression changes upon satellite cell activation (Machado et al., 2017). 

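The published activation lists were not analysed here. In their place, the 500 genes with the largest rise were taken from one activated WT library against the 4 quiescent WT libraries, among 14006 genes with an average log2 CPM over 1, and were then measured in the 2 KO libraries against the other WT library. A list chosen and tested on the same WT library would be biased toward lower values in KO. The median log2 fold change between KO and WT was -0.16 one way round and 0.43 the other, a mean of 0.14, with a standard deviation of 0.35 over the 4 pairings of a KO library with a WT library. In 100 simulations of an unchanged KO group the mean lay between -0.09 and 0.06, a range narrower than the spread between these libraries, so it does not show a change. For the list taken from both WT libraries, the median was 0.07, with an adjusted p of 0.547 in limma's camera test and an adjusted p of 0.989 under fry, both over the 2 lists of rising and falling genes. Simulations of an unchanged KO group gave -0.24 to -0.08 for a list chosen and tested on the same libraries, below this median, but they too are narrower than the spread. *Nptx1* (ENSMUSG00000025582; chromosome 11, 119538719 to 119547753) had 121 ± 76.7 CPM in activated WT and 35.9 ± 14.3 CPM in activated KO libraries (SD, n = 2 each), with a log2 fold change of -1.77 (standard error 0.45, adjusted p = 0.181 in edgeR's test). It passed with DESeq2 on all 12 libraries (adjusted p = 0.0215), and over all alternatives its adjusted p-value ranged from 0.00145 to 0.405. Leaving out one library moved the log2 fold change between -2.36 and -0.99.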

GSEA revealed a large subset of genes normally upregulated with activation to be showing defective upregulation in the *Cxcr4* KO (Figures 6C,D). 

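The 500 genes with the largest fall on activation, chosen in the same way on one WT library, had a median log2 fold change between activated KO and WT libraries of 0.07 one way round and -0.39 the other, a mean of -0.16 with a standard deviation of 0.24. Simulations of an unchanged KO group put this mean between -0.0029 and 0, a range too narrow to judge it by. The direction depended on how the list was chosen. Taken from both WT libraries, the list had a median of 0.70, above all 100 simulations of an unchanged KO group (0.01 to 0.24), with an adjusted p of 1.63e-06 in limma's camera test and 0.0116 under fry. Both p-values come from genes chosen on the same WT libraries. They cannot separate that choice from a change in KO cells. The simulations repeat the choice, but those of the held-out list were too narrow, so they do not decide it either. Taken from the KO libraries, the list had a median of -0.60. It was measured in the same KO libraries, a choice that biases it toward lower values in KO, and no simulation was made for it. Many of these genes have few counts in the activated libraries, which limits how well a change can be seen. *S100a1* (ENSMUSG00000044080; chromosome 3, 90511034 to 90514392) had 4.94 ± 1.68 CPM in activated WT and 25.9 ± 10.1 CPM in activated KO libraries (SD, n = 2 each), a log2 fold change of 2.45 (standard error 0.44, adjusted p = 0.0482 in edgeR's test). In quiescent libraries it had means of 11.1 CPM in WT and 8.47 CPM in KO, below the level in activated KO libraries. It passed in 5 of the 10 other settings, and its adjusted p-value was highest, at 0.331, with edgeR on the activated libraries alone. Among the 5 were the adjusted p-value alone, which reuses the main fit and was bound to pass, and an alternative added after the values were seen. *Sntb1* (ENSMUSG00000060429; chromosome 15, 55636388 to 55906949) rose from 4.34 ± 1.29 to 35.7 ± 1.11 CPM (SD, n = 2 each), a log2 fold change of 3.10 (standard error 0.42). Quiescent means of *Sntb1* were 22.7 CPM in WT and 25.6 CPM in KO, where the highest library had 38.1 CPM. It had the smallest adjusted p-value among the activated comparisons, 0.0112 in edgeR's test, and passed in 9 of the 10 other settings, counted as for *S100a1*.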

Genes normally downregulated with activation also showed a statistically significant negative correlation, however the effect on these genes was much less pronounced than the effect on the upregulated set (Figures 6E,F). In addition to the misregulation of genes normally observed in activation, we also observed upregulation of the genes such as *Rb1* and *Trp63* that may block cell cycle progression and compromise satellite cell activation (Figure 6G). 

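*Rb1* (ENSMUSG00000022105; chromosome 14, 73183673 to 73325822) had 11.3 ± 0.736 CPM in activated WT and 56.5 ± 9.45 CPM in activated KO libraries (SD, n = 2 each). Its log2 fold change of 2.33 (standard error 0.34) had an adjusted p of 0.0175 in edgeR's test, and it lay between 2.09 and 2.47 with one library left out. In quiescent libraries its log2 fold change was 0.18 (standard error 0.22), and the difference between the states had an adjusted p of 0.0923 in edgeR's test. *Trp63* (ENSMUSG00000022510; chromosome 16, 25683763 to 25892102) rested on 15 counts in the WT and 102 counts in the KO libraries. It had 1.64 ± 0.457 CPM and 12.3 ± 0.00695 CPM (SD, n = 2 each), a log2 fold change of 2.85 (standard error 0.66, adjusted p = 0.137 in edgeR's test). It passed with DESeq2 on all 12 libraries (adjusted p = 0.0188) and without a filter on low counts (adjusted p = 0.0195), out of 10 alternatives whose highest adjusted p-value was 0.364. A list of 22 genes of DNA replication and S phase had a median log2 fold change of -0.54 between activated KO and WT libraries, with 19 genes lower and 3 higher. Its adjusted p was 5.20e-05 in limma's camera test and 0.0486 under fry. The mean log2 CPM of the list was 3.01 and 2.37 in the KO libraries and 3.27 and 3.33 in the WT libraries. A list of 14 mitosis genes was also lower, with a median of -0.64 and an adjusted p of 0.00237 in camera, but not under fry (0.864).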

Paradoxically, we also noted upregulation of genes that can have growth-promoting effects, including the enolase paralog *Eno1b* and insulin growth factor 2 (*Igf2*). Together these data demonstrate clearly that activation is impaired in the *Cxcr4* KO and suggest possible mechanisms that could be tested in future studies.

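*Eno1b* (ENSMUSG00000059040; chromosome 18, 48045335 to 48048412) had 14.0 ± 5.65 CPM in activated WT and 193 ± 96.5 CPM in activated KO libraries (SD, n = 2 each). Its log2 fold change was 3.84 (standard error 0.89, adjusted p = 0.137 in edgeR's test), and it passed in 5 of 10 alternatives, among them DESeq2 on the activated libraries alone. Its transcript matches that of *Eno1*, on chromosome 4 from 150236721 to 150248879, at 99.5% identity over 99.4% of its length, so reads of one could be counted on the other. *Eno1* had 628 ± 76.2 CPM in WT and 394 ± 151 CPM in KO libraries (SD, n = 2 each). *Eno1b* took 2.13% of the counts of both genes in WT and 32.3% in KO libraries, and the log2 fold change of their sum was -0.13 (standard error 0.30). In the quiescent libraries *Eno1b* took 4.07% in WT and 9.55% in KO, and the latter rests on KO replicate 3 with 24.1%. *Igf2* (ENSMUSG00000048583; chromosome 7, 142650766 to 142666816) rested on 10 counts in the WT libraries and 83 counts in the KO libraries. It had 1.78 ± 1.82 CPM and 10.2 ± 3.41 CPM (SD, n = 2 each), with a log2 fold change of 2.87 (standard error 0.68, adjusted p = 0.137 in edgeR's test). Leaving out one library moved it between 1.63 and 4.28, and it passed in 2 of 10 alternatives. In the quiescent libraries *Igf2* had 15.3 ± 5.59 CPM in WT and 15.4 ± 4.72 CPM in KO (SD, n = 4 each), above both activated groups.

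**Figure D2:**
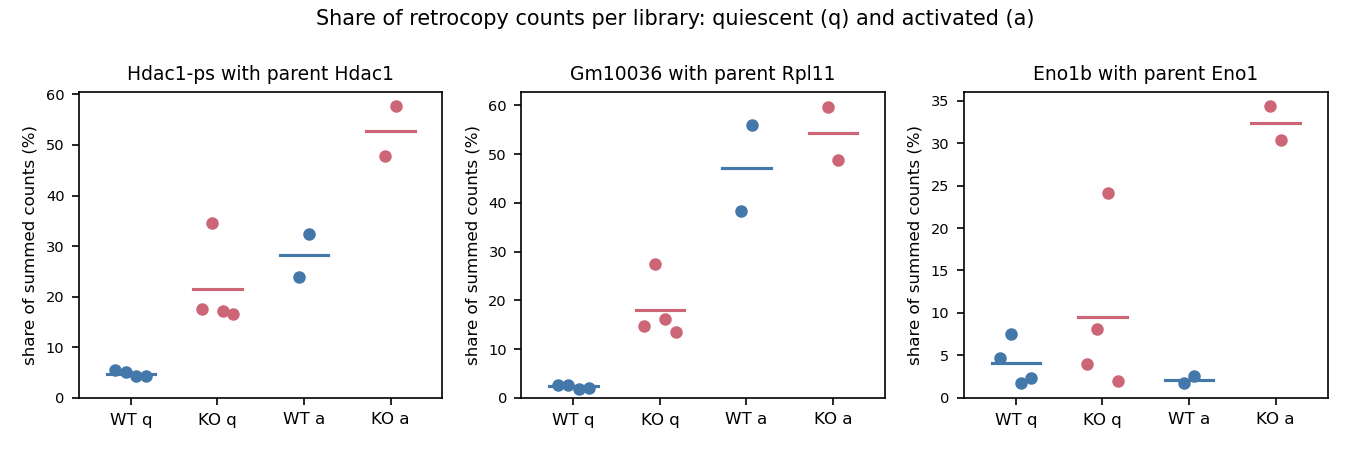
Share of a copy's counts in the summed counts of copy and parent gene (%), with 1 point per library and a line at the mean, in quiescent (q) and activated (a) WT and KO satellite cells. Eno1b takes 30.4% and 34.3% in the activated KO libraries and at most 7.49% in the WT libraries.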

**FIGURE 6:**
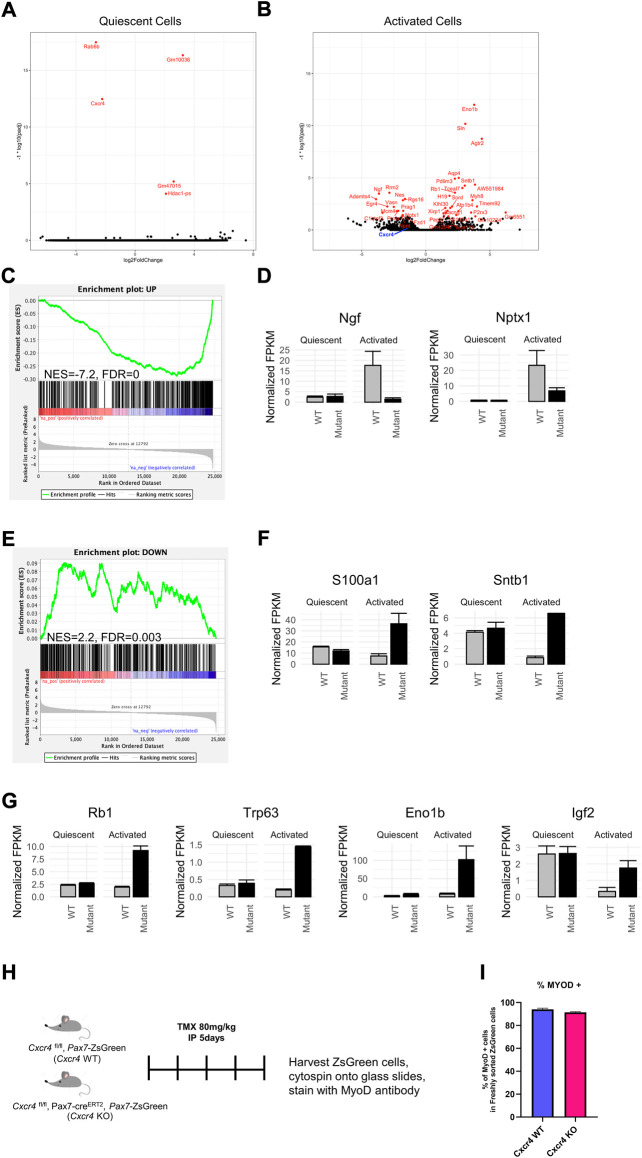
CXCR4 mediates the satellite cell early activation but not quiescence transcriptional profile. **(A)** Volcano plot showing differentially expressed genes in freshly isolated Cxcr4-KO ^PAX7^ or WT satellite cells from steady state muscle. The -log10 p-value and log2 fold changes of genes in Cxcr4 knockout cells compared to controls are plotted such that genes that are more highly significant are higher on the y-axis. **(B)** Volcano plot showing differentially expressed genes in Cxcr4-KO ^PAX7^ or WT satellite cells undergoing activation (overnight culture in MGM). **(C)** Gene set enrichment analysis (GSEA) for changes between Cxcr4-KO ^PAX7^ and WT compared to wild type in the activated state, using a set of genes previously determined to be upregulated with activation (Machado et al., 2017). **(D)** Barplots of example genes that were within the activation-UP gene set with significant p-values (Benjamini–Hochberg adjusted p-value < 0.05). Note the lack of up-regulation in the mutant. **(E)** GSEA for Cxcr4-dependent transcriptional changes using the set of genes determined to be downregulated with activation by (Machado et al., 2017). Note the failure of down-regulation in the mutant. **(F)** Barplots of example genes that were within the activation-DOWN gene set with significant p-values (Benjamini–Hochberg adjusted p-value < 0.05). **(G)** Examples of genes dysregulated in the Cxcr4 mutant that may be associated with cell cycle arrest. **(H)** Schematic of analysis of translation of MYOD1 transcript in freshly isolated cells of Cxcr4 KO ^PAX7^ or WT ^PAX7^. **(I)** Quantification of MYOD1 positive satellite cells immediately after muscle digestion and FACS isolation.

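The authors also deposited FPKM values, which divide the counts by gene length and library size, with 1 value per group and no replicates. They were compared with values made from the counts by dividing CPM by the length of the annotated exons. For *Nptx1* in activated KO cells the deposited FPKM was 6.78, against 6.88 ± 2.74 (SD, n = 2) from the counts. The deposited FPKM of *Eno1b* in activated KO cells was 102, against 103 ± 51.4 (SD, n = 2), so the spread between the libraries behind one bar was large. For *Rb1* in activated KO cells the deposited value of 9.19 compares with 9.40 ± 1.57 (SD, n = 2). For *Nptx1*, *S100a1*, *Sntb1*, *Rb1*, *Trp63*, *Eno1b* and *Igf2* in the 4 groups, the values differed by less than the spread between replicates, except for *Trp63* in activated KO cells, where the deposited value was 1.44 and the value from the counts 1.47 with a spread of 0.000828.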

Activation doubtlessly involves multiple pathways, and is a multi-step process. One of the earliest events is the expression of certain proteins whose RNA is already present but not translated (Crist et al., 2012). One very clear example of this can be seen by immunostaining for MYOD1. In histological sections, satellite cells are negative for MYOD1 protein, however as soon as they are isolated, a process that involves enzyme incubation for at least an hour at 37°C, they become MYOD1 protein+. To evaluate this very early stage in activation, we sorted satellite cells from WT and Pax7-driven *Cxcr4* KO and spun them onto glass slides for immunostaining (Figure 6H). MYOD1 was present in almost all cells, in both the WT and KO arms (Figure 6I). This demonstrates that CXCR4 activity has no bearing on this earliest step in activation, and that its major activity is limited to a window of time between when cells become MYOD1+ and the first cell division.

## Discussion

CXCR4 is best known for its role in chemotaxis, and indeed its major role in embryonic myogenesis relates to migration of myogenic progenitors (Vasyutina et al., 2005; Yusuf et al., 2005; Yusuf et al., 2006; Rehimi et al., 2010). While satellite cells are not migratory between muscles (Schultz et al., 1986), they are motile along the fiber in response to activation (Gu et al., 2016), and they do occupy a stereotypical position in relation to the endothelial network (Verma et al., 2018), suggesting a requirement for chemotactic/sensing systems, and indeed our time lapse study demonstrated much reduced motility of *Cxcr4*-null satellite cells, suggesting a potential role for CXCR4 in satellite cell movement and orientation. Regarding roles in more regeneration-centric functions, such as activation, proliferation and differentiation, a recent study had shown that while *Cxcr4* mutation enhanced the regeneration phenotype of c-met mutation in satellite cells, deletion of *Cxcr4* alone had no discernable effect on the extent of regeneration after injury (Lahmann et al., 2021). We were therefore surprised at the extent of difference between *Cxcr4*-KO and -WT cells in our initial transplantation assay, an assay that is much more dependent on survival, proliferation, and differentiation than on chemotaxis. CXCR4 was necessary both for the ability of satellite cells to repopulate the satellite cell pool, as well as for cells to be able to contribute efficiently to the population of new fibers. The likely reason this had not been appreciated previously is that the degree of regenerative demand on a per cell basis is much higher in a 300 cell transplant into an injured irradiated TA muscle than in a singly CTX-injured muscle. In addition, the tremendous potential of “escapers”, satellite cells that escape recombination, to suppress satellite cell specific deletion phenotypes has been recognized (Gunther et al., 2013; von Maltzahn et al., 2013), which motivated the addition of tamoxifen chow following the tamoxifen injections, and represents a difference in methodology compared to the Lahmann study. In the current study, we found that after a single CTX injury, which normally leads to substantial hypertrophy accompanied by a doubling of the satellite cell population, there was virtually no hypertrophy or expansion in the satellite cell pool if *Cxcr4* had been deleted in PAX7+ cells. Furthermore, in the more stringent double-CTX injury model, fiber size was significantly reduced in the regenerated muscles in which *Cxcr4* was deleted in PAX7+ cells.

Evaluating regenerating muscle at earlier time points revealed that the defect in regeneration was already manifest in *Cxcr4* mutants at the first week post-injury, both in terms of muscle mass and in the significant drop in numbers of the satellite cell pool. This suggested that CXCR4 signaling was most critical in the early stages of muscle regeneration, possibly for the cell divisions necessary to produce the large number of myoblasts that will differentiate into the mass of newly-generated muscle. To test this idea, we investigated the *Cxcr4*-dependence of proliferation by deleting *Cxcr4* in cells proliferating *in vitro*, comparing freshly isolated satellite cells, passaged satellite cells and established myoblasts. While cell division was impaired to some degree at all stages, demonstrating that CXCR4 signaling promotes cell cycle transit generally in myogenic progenitors, the impairment was more severe the younger the culture was. When *Cxcr4* was deleted prior to plating, most *Cxcr4*-deleted satellite cells failed to divide at all within the time frame of the study, in which almost all WT cells had undertaken their first division. Cell division represents the culmination of the activation process. To assess the earliest known event, translation of mRNAs sequestered in RNP granules, we assessed MYOD protein in freshly isolated *Cxcr4*-deleted satellite cells. This earliest step occurs during the enzyme digestion stage, and we found no difference in MYOD positivity between CXCR4 WT and KO satellite cells, with uniform staining in both populations.

To understand what specifically might be going awry slightly later in the activation process, we performed RNA-seq on freshly isolated satellite cells after a short period of culture, well prior to first division. In contrast to RNA-seq on *Pax7*-ZsGreen cells immediately after FACS isolation, in which very few gene expression differences could be identified, RNA-seq on activated cells showed many differences, most particularly a highly significant enrichment for changes in genes normally upregulated by activation (Machado et al., 2017). While not all genes normally upregulated by activation were lower in the *Cxcr4* mutant, a clear subset of these genes was dependent on *Cxcr4* for their normal upregulation with activation. These data, together with the fact that most *Cxcr4* mutant satellite cells fail to divide, indicate that *Cxcr4* plays a key role in satellite cell activation. It is interesting to note that the alarmin HMGB1, which is known to promote signaling through CXCR4 (Schiraldi et al., 2012), was recently implicated as necessary for the G-alert state of several cell types, including satellite cells, in response to fracture injury (Lee et al., 2018). It would therefore be interesting to evaluate the degree to which entry into G-alert is affected in the *Cxcr4* KO.

The SDF1α/CXCR4 axis has also been implicated in cell survival in a number of studies (Jiang et al., 2018; Dalal et al., 2020; Aronovich et al., 2021; Lahmann et al., 2021). We observed an increase in TUNEL+ cells when *Cxcr4* was deleted in satellite cells cultured *in vitro*, suggesting a role for survival in addition to proliferation. However, given that the TUNEL staining was done 7 days after deletion, and in cells that were basically not dividing, the elevated apoptosis may represent a secondary effect.

To determine the source of the signal to which CXCR4 is responding, we sorted various subcomponents of the muscle mononuclear fraction and evaluated their expression of *Sdf1α*. While *Sdf1α* could be detected in all fractions, it was robustly expressed in two cell types: endothelial cells and FAPs. Although well expressed at all time points by endothelial cells, we found that the *Sdf1α* expression was reduced at 2 days post-injury, but significantly upregulated at 4 days post-injury. In FAPs, its expression did not change over these time points. Given the critical early necessity of *Cxcr4*, it was somewhat surprising to see *Sdf1α* expression trend downwards 2 days after injury in endothelial cells, thus since FAPs are known to promote proliferation of satellite cells (Joe et al., 2010), it may be through interaction with FAPs that this signal is primarily mediated in the earliest time points after injury. Notwithstanding, it would be interesting to determine the extent to which the SDF1α/CXCR4 axis affects the positioning of quiescent satellite cells in the vicinity of endothelial cells. The role of Sdf1α in endothelial cells and FAPs, both after injury or during steady state, will await cell type-specific deletion studies.

In summary, these studies demonstrate that maintained expression of *Cxcr4* from the fetal stage into the adult phase has functional consequences beyond chemotaxis. Using a protocol that involves following tamoxifen-mediated satellite cell-specific deletion with continued tamoxifen provision *via* food in order to suppress potential escapers, we find that *Cxcr4* is critically necessary for appropriate activation and for early proliferation of satellite cells and their immediate progeny, and thereby necessary for normal skeletal muscle regeneration.

## Data Availability

The sequence data presented in the study are deposited in the GEO repository, accession number GSE205015.

# Supplementary material for: The chemokine receptor CXCR4 regulates satellite cell activation, early expansion, and self-renewal, in response to skeletal muscle injury
**Source:** Front Cell Dev Biol. 2022 Sep 22;10:949532. doi: 10.3389/fcell.2022.949532
**Supplement:** Supplementary file 1

**Supplementary Table 1**

| <b>Antibody name</b>                     | <b>Identifiers</b>  | <b>Dilution</b> | <b>Source</b>                            |
|------------------------------------------|---------------------|-----------------|------------------------------------------|
| PE-Cy7 rat ant-mouse CD31                | Clone 390           | 1:100           | BD Bioscience San Diego, CA, USA         |
| PE-Cy7 rat anti-mouse CD45               | Clone 30-F11        | 1:100           | BD Bioscience San Diego, CA, USA         |
| Biotin rat anti-mouse CD106              | Clone 429 (MVCAM.A) | 1:100           | BD Bioscience San Diego, CA, USA         |
| PE Streptavidin                          | AB_11154598         | 1:100           | BD Bioscience San Diego, CA, USA         |
| ITGA7 647                                | Clone R2F2          | 1:100           | AbLab Vancouver, B.C., Canada            |
| FITC rat anti-mouse CD31                 | Clone MEC13.3       | 1:100           | BioLegend San Diego, CA, USA             |
| Biotin Rat anti-Mouse CD184              | Clone 2B11 /CXCR4   | 1:100           | BD Bioscience San Diego, CA, USA         |
| PE rat anti-mouse CD140A                 | Clone APA5          | 1:100           | BD Bioscience San Diego, CA, USA         |
| Rabbit polyclonal antibody to dystrophin | Ab15277             | 1:250           | Abcam, Cambridge, MA, USA                |
| mouse monoclonal antibody to laminin     | clone LAM-89        | 1:500           | Sigma Saint Louis, MO, USA               |
| Alexa Fluor 555 goat anti-rabbit IgG     | A32727              | 1:1000          | Life Technologies, Grand Island, NY, USA |
| Alexa Fluor 488 goat anti-mouse IgG      | A-11008             | 1:1000          | Life Technologies, Grand Island, NY, USA |

## Supplementary Table 2

### A) Quiescent Satellite Cells

| Gene ID             | Gene Symbol | Mean Counts | Log2 Fold Change | BH Adjusted P-value | Gene Type            | Chromosome |
|---------------------|-------------|-------------|------------------|---------------------|----------------------|------------|
| ENSMUSG000000032549 | Rab6b       | 242.0541151 | -2.652276895     | 3.39E-18            | protein_coding       | chr9       |
| ENSMUSG000000058064 | Gm10036     | 173.619661  | 3.229804422      | 4.72E-17            | processed_pseudogene | chr18      |
| ENSMUSG000000045382 | Cxcr4       | 536.9952471 | -2.226048592     | 3.45E-13            | protein_coding       | chr1       |
| ENSMUSG000000112907 | Gm47015     | 98.97380401 | 2.609127939      | 6.44E-06            | lincRNA              | chr10      |
| ENSMUSG000000061062 | Hdac1-ps    | 81.90591805 | 2.087531963      | 7.67E-05            | processed_pseudogene | chr17      |

### B) Activated Satellite Cells

| Gene ID             | Gene Symbol | Mean Counts | Log2 Fold Change | BH Adjusted P-value | Gene Type              | Chromosome |
|---------------------|-------------|-------------|------------------|---------------------|------------------------|------------|
| ENSMUSG000000059040 | Eno1b       | 1163.37753  | 3.772562354      | 9.89E-13            | protein_coding         | chr18      |
| ENSMUSG000000042045 | Sln         | 1029.512476 | 3.082838244      | 6.66E-11            | protein_coding         | chr9       |
| ENSMUSG000000068122 | Agtr2       | 257.6269175 | 4.369312317      | 1.80E-09            | protein_coding         | chrX       |
| ENSMUSG000000024411 | Aqp4        | 1065.038606 | 2.570027569      | 1.02E-05            | protein_coding         | chr18      |
| ENSMUSG000000031636 | Pdlim3      | 2055.958201 | 2.267391522      | 1.21E-05            | protein_coding         | chr8       |
| ENSMUSG000000038112 | AW551984    | 238.6500717 | 3.836723371      | 4.53E-05            | protein_coding         | chr9       |
| ENSMUSG000000060429 | Sntb1       | 223.6204837 | 3.040607356      | 5.65E-05            | protein_coding         | chr15      |
| ENSMUSG000000079428 | Tceal7      | 415.0139617 | 2.852941344      | 9.53E-05            | protein_coding         | chrX       |
| ENSMUSG000000022105 | Rb1         | 378.6591864 | 2.273772861      | 0.00026677          | protein_coding         | chr14      |
| ENSMUSG000000020649 | Rrm2        | 252.5553245 | -2.838184262     | 0.000272864         | protein_coding         | chr12      |
| ENSMUSG000000027859 | Ngf         | 157.8282959 | -3.65020954      | 0.00033126          | protein_coding         | chr3       |
| ENSMUSG000000000031 | H19         | 18476.17635 | 1.851099271      | 0.000531096         | lincRNA                | chr7       |
| ENSMUSG000000004891 | Nes         | 2834.00909  | -1.628156087     | 0.001050803         | protein_coding         | chr3       |
| ENSMUSG000000006403 | Adamts4     | 193.0446583 | -3.878716779     | 0.001133616         | protein_coding         | chr1       |
| ENSMUSG000000055775 | Myh8        | 114.3399377 | 3.640490308      | 0.001398961         | protein_coding         | chr11      |
| ENSMUSG000000026475 | Rgs16       | 1032.347117 | -1.787261663     | 0.001427632         | protein_coding         | chr1       |
| ENSMUSG000000027227 | Sord        | 612.1957795 | 2.04555526       | 0.005616703         | protein_coding         | chr2       |
| ENSMUSG000000071341 | Egr4        | 124.9540798 | -2.995909583     | 0.005616703         | protein_coding         | chr6       |
| ENSMUSG000000075610 | Tmem92      | 87.60648942 | 3.991674583      | 0.005616703         | protein_coding         | chr11      |
| ENSMUSG000000039646 | Vasn        | 517.8420636 | -2.493970926     | 0.006181452         | protein_coding         | chr16      |
| ENSMUSG000000026308 | Klhl30      | 405.4432618 | 1.909426366      | 0.007777711         | protein_coding         | chr1       |
| ENSMUSG000000079243 | Xirp1       | 772.3863622 | 1.524965477      | 0.007790664         | protein_coding         | chr9       |
| ENSMUSG000000027611 | Procr       | 993.6171727 | -2.146518072     | 0.014776426         | protein_coding         | chr2       |
| ENSMUSG000000050271 | Prag1       | 527.8599496 | -1.75969472      | 0.014776426         | protein_coding         | chr8       |
| ENSMUSG000000020722 | Cacng1      | 678.3387171 | 1.696438029      | 0.014776426         | protein_coding         | chr11      |
| ENSMUSG000000022673 | Mcm4        | 211.1670569 | -2.268867356     | 0.015896043         | protein_coding         | chr16      |
| ENSMUSG000000016327 | Atp1b4      | 203.7028832 | 2.540651466      | 0.016010158         | protein_coding         | chrX       |
| ENSMUSG000000027071 | P2rx3       | 80.08209613 | 3.53407032       | 0.021288571         | protein_coding         | chr2       |
| ENSMUSG000000110631 | Gm42047     | 1068.305372 | 1.581872001      | 0.021288571         | lincRNA                | chr8       |
| ENSMUSG000000116659 | Gm6551      | 54.05359062 | 6.229026475      | 0.021288571         | unprocessed_pseudogene | chr16      |
| ENSMUSG000000058914 | C1qtnf3     | 82.46108478 | -3.368797657     | 0.022690323         | protein_coding         | chr15      |
| ENSMUSG00000002265  | Peg3        | 854.3981095 | 1.380794811      | 0.025363425         | protein_coding         | chr7       |
| ENSMUSG000000044080 | S100a1      | 172.0726244 | 2.372469681      | 0.036537329         | protein_coding         | chr3       |
| ENSMUSG000000025582 | Nptx1       | 888.1188837 | -1.789683877     | 0.036537329         | protein_coding         | chr11      |
| ENSMUSG000000044674 | Fzd1        | 314.3563142 | -1.809495116     | 0.041973752         | protein_coding         | chr5       |
| ENSMUSG000000040998 | Npnt        | 310.2917794 | -1.856277737     | 0.049678715         | protein_coding         | chr3       |
| ENSMUSG000000080932 | Gm10224     | 134.575248  | 3.867487951      | 0.049678715         | processed_pseudogene   | chr6       |
| ENSMUSG000000031928 | Mre11a      | 283.1651856 | 1.759852704      | 0.049678715         | protein_coding         | chr9       |

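Among the 5 genes that the paper's Supplementary Table 2 lists for quiescent cells, 4 passed in edgeR's fit of all 12 libraries, and the other, *Gm47015*, had an adjusted p of 0.0606 there. Among the 38 genes that the table lists for activated cells, 9 passed, and all 38 changed in the listed direction. With DESeq2 on all 12 libraries 24 of the 38 passed, with DESeq2 on the activated libraries alone 30, and without a filter on low counts 38. *Trp63* and *Igf2* are not among the 38. Some listed genes are copies of other genes whose reads can be shared. *Gm10224*, a processed pseudogene of *Rpl15*, took 15.3% of the counts of both in one activated KO library, replicate 2, and 0.531% in the other.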

**Supplemental Table 2** Lists of genes differentially expressed between wild type and *Cxcr4* knock-out satellite cells in quiescent (A) and activated (B) states. Differentially expressed genes were defined as having a fold change greater than 2 (log2 fold change > 1 or < -1), a mean number of counts across samples greater than 10 and an adjusted p-value less than 0.05. The Benjamini-Hochberg (BH) correction was applied to the p-values to adjust for multiple tests.

# Supplementary material for: The chemokine receptor CXCR4 regulates satellite cell activation, early expansion, and self-renewal, in response to skeletal muscle injury
**Source:** Front Cell Dev Biol. 2022 Sep 22;10:949532. doi: 10.3389/fcell.2022.949532
**Supplement:** Supplementary file 3

# Supplementary Figure 1

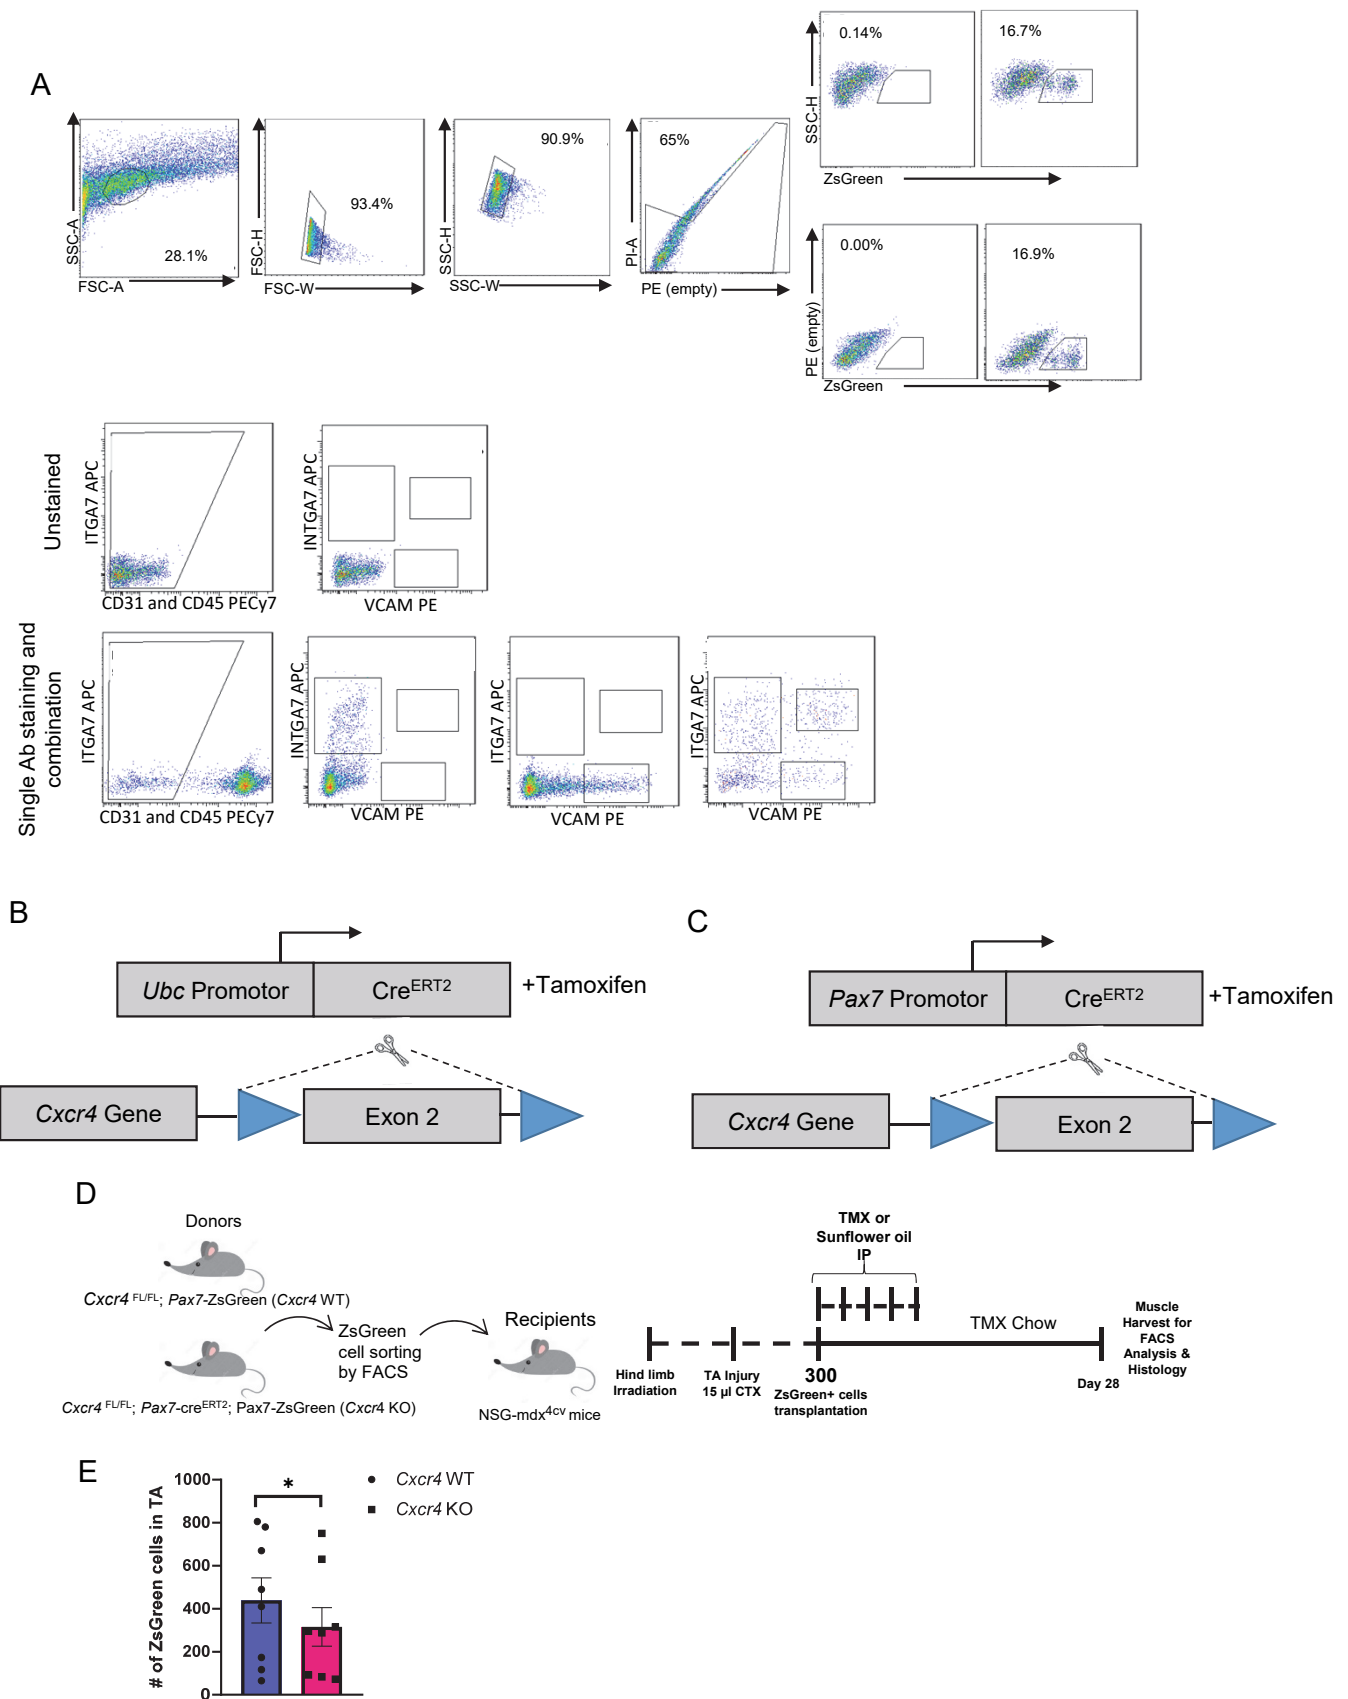

- (A) Schematic of FACS gating strategies. Above, strategy for identifying ZsGreen+ cells: PI-negative cells were evaluated on SSC vs. green channels or the PE vs the green channels. Below, strategy for identifying satellite cells based on surface markers: PI-negative cells were evaluated on the APC (ITGA7) vs. PE-Cy7 (CD31 and CD45 Lineage cocktail) and the APC (ITGA7) vs. PE (VCAM). Satellite cells are Lin-neg, ITGA7+, VCAM+.
- (B) Schematic for the ubiquitous *cre*<sup>ERT2</sup> deleting exon 2 of the *Cxcr4* gene. With the administration of Tamoxifen, *cre* is expressed ubiquitously and exon 2, which is flanked by loxP sites, is deleted. *Pax7-cre*<sup>ERT2</sup>.
- (C) Schematic for the satellite cell-specific *Pax7-cre*<sup>ERT2</sup> deleting exon 2 of the *Cxcr4* gene.
- (D) Schematic for the transplantation assay using donor mice bearing *Pax7-cre*<sup>ERT2</sup>. All recipients were treated with Tamoxifen IP then kept on Tamoxifen chow.
- (E) Total number of ZsGreen<sup>+</sup> (donor, satellite) cells in the TA muscle of the recipient NSG-mdx<sup>4cv</sup> mice (n=8). Data are presented as mean±SEM, \* P<0.05 by t test.

## Supplementary Figure 2

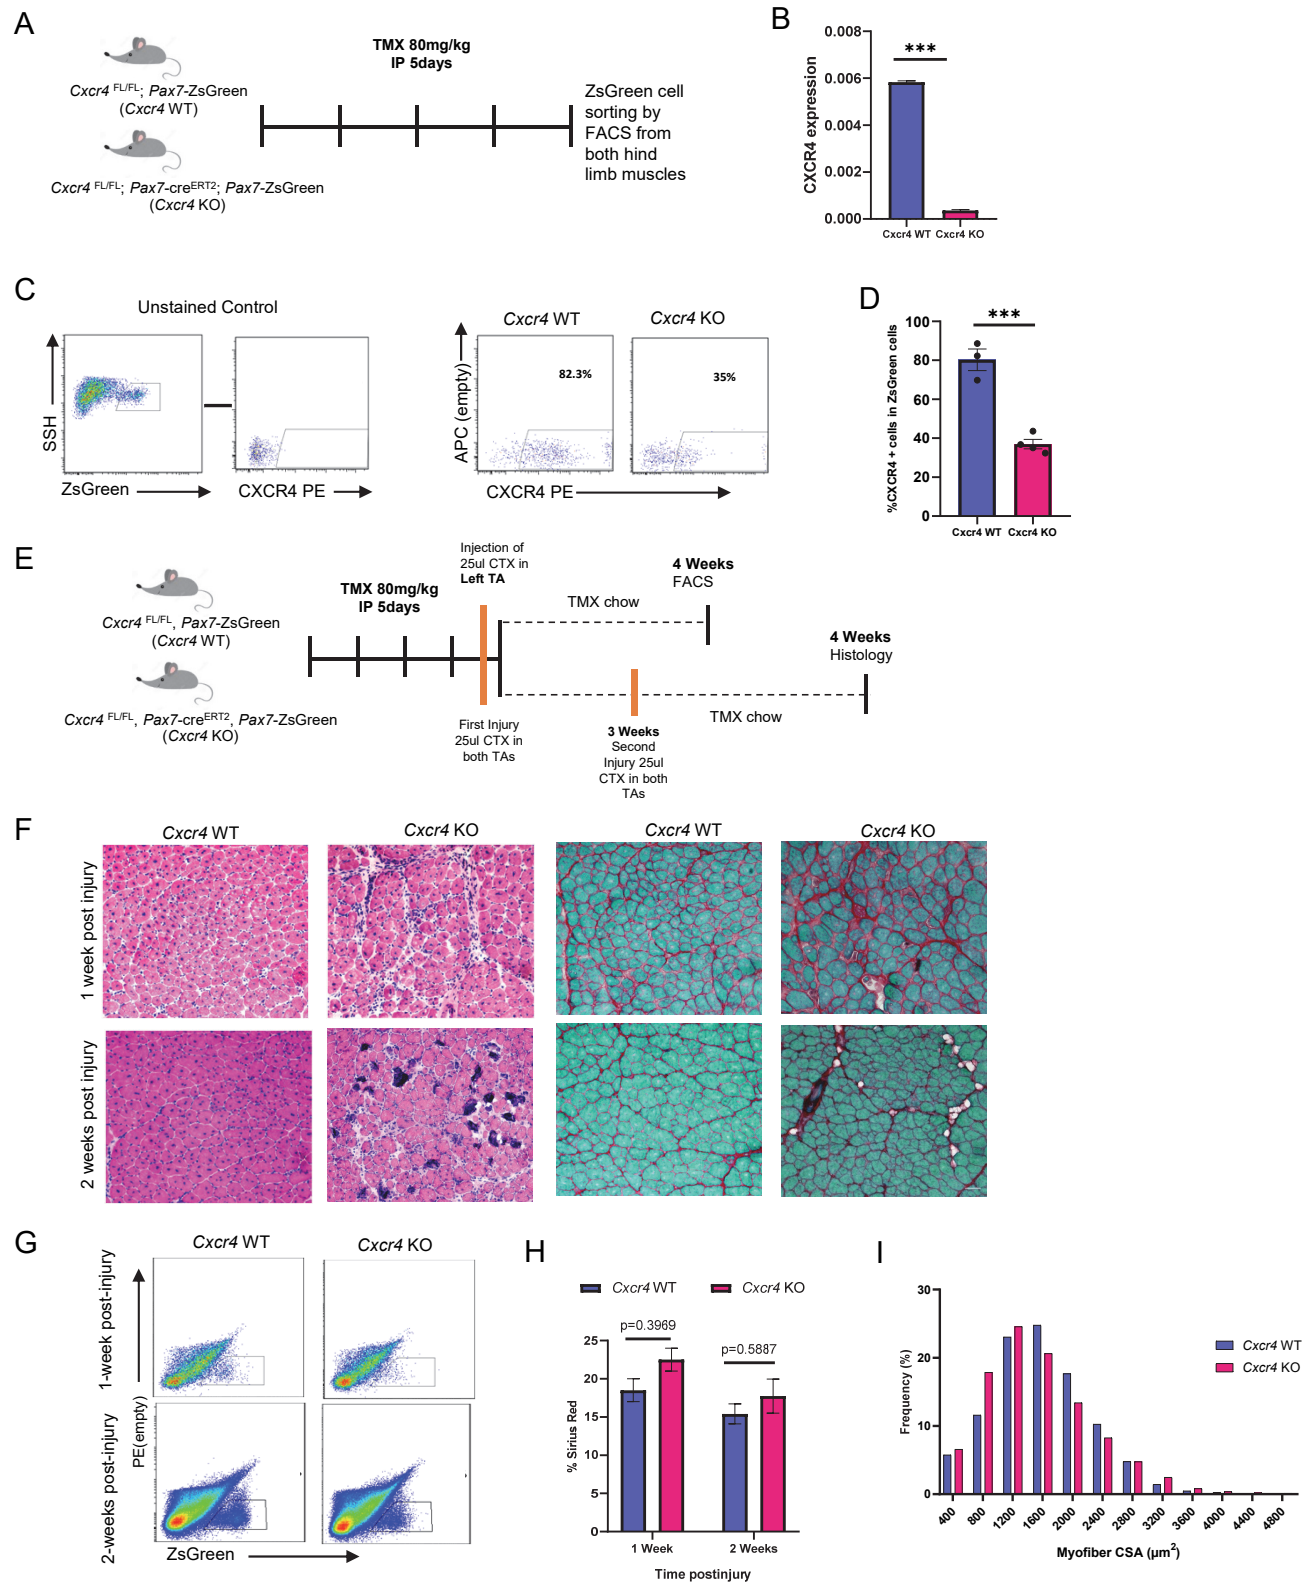

- (A) Schematic for mice treatment and time of analysis.
- (B) RTqPCR for *Cxcr4* expression in freshly sorted ZsGreen cells from *Cxcr4* WT (n=3) and *Cxcr4* KO (n=3) mice, 5 days after Tamoxifen injection.
- (C) Representative FACS plots showing percentage of CXCR4<sup>+</sup> cells stained with CXCR4-biotin and streptavidin-PE<sup>+</sup> in the ZsGreen<sup>+</sup> population from *Cxcr4* WT and *Cxcr4* KO mice.
- (D) Percentage of CXCR4<sup>+</sup> cells in the ZsGreen<sup>+</sup> population from *Cxcr4* WT (n=3) and *Cxcr4* KO (n=4) mice.
- (E) Schematic of the injury experiments.
- (F) Representative H&E (left) and Sirius Red / Fast Green (SRFG, right) staining of TA sections from *Cxcr4*-WT and *Cxcr4*-KO mice. Scale bar = 50µm.
- (G) Representative FACS plots showing the number of ZsGreen<sup>+</sup> cells in the TA of *Cxcr4* WT and *Cxcr4* KO mice.
- (H) Percentage of Sirius Red-stained areas in the TA section stained with SRFG from *Cxcr4* WT (n=2) and *Cxcr4* KO (n=2) mice.
- (I) Relative frequency of myofibers CSA in TA sections from *Cxcr4* WT and *Cxcr4* KO mice 2 weeks post-injury. Data are presented as mean±SEM, \*\*\* P<0.001 by t test. Data are presented as mean±SEM, \*\*\* P<0.001 by t test.

## Supplementary Figure 3

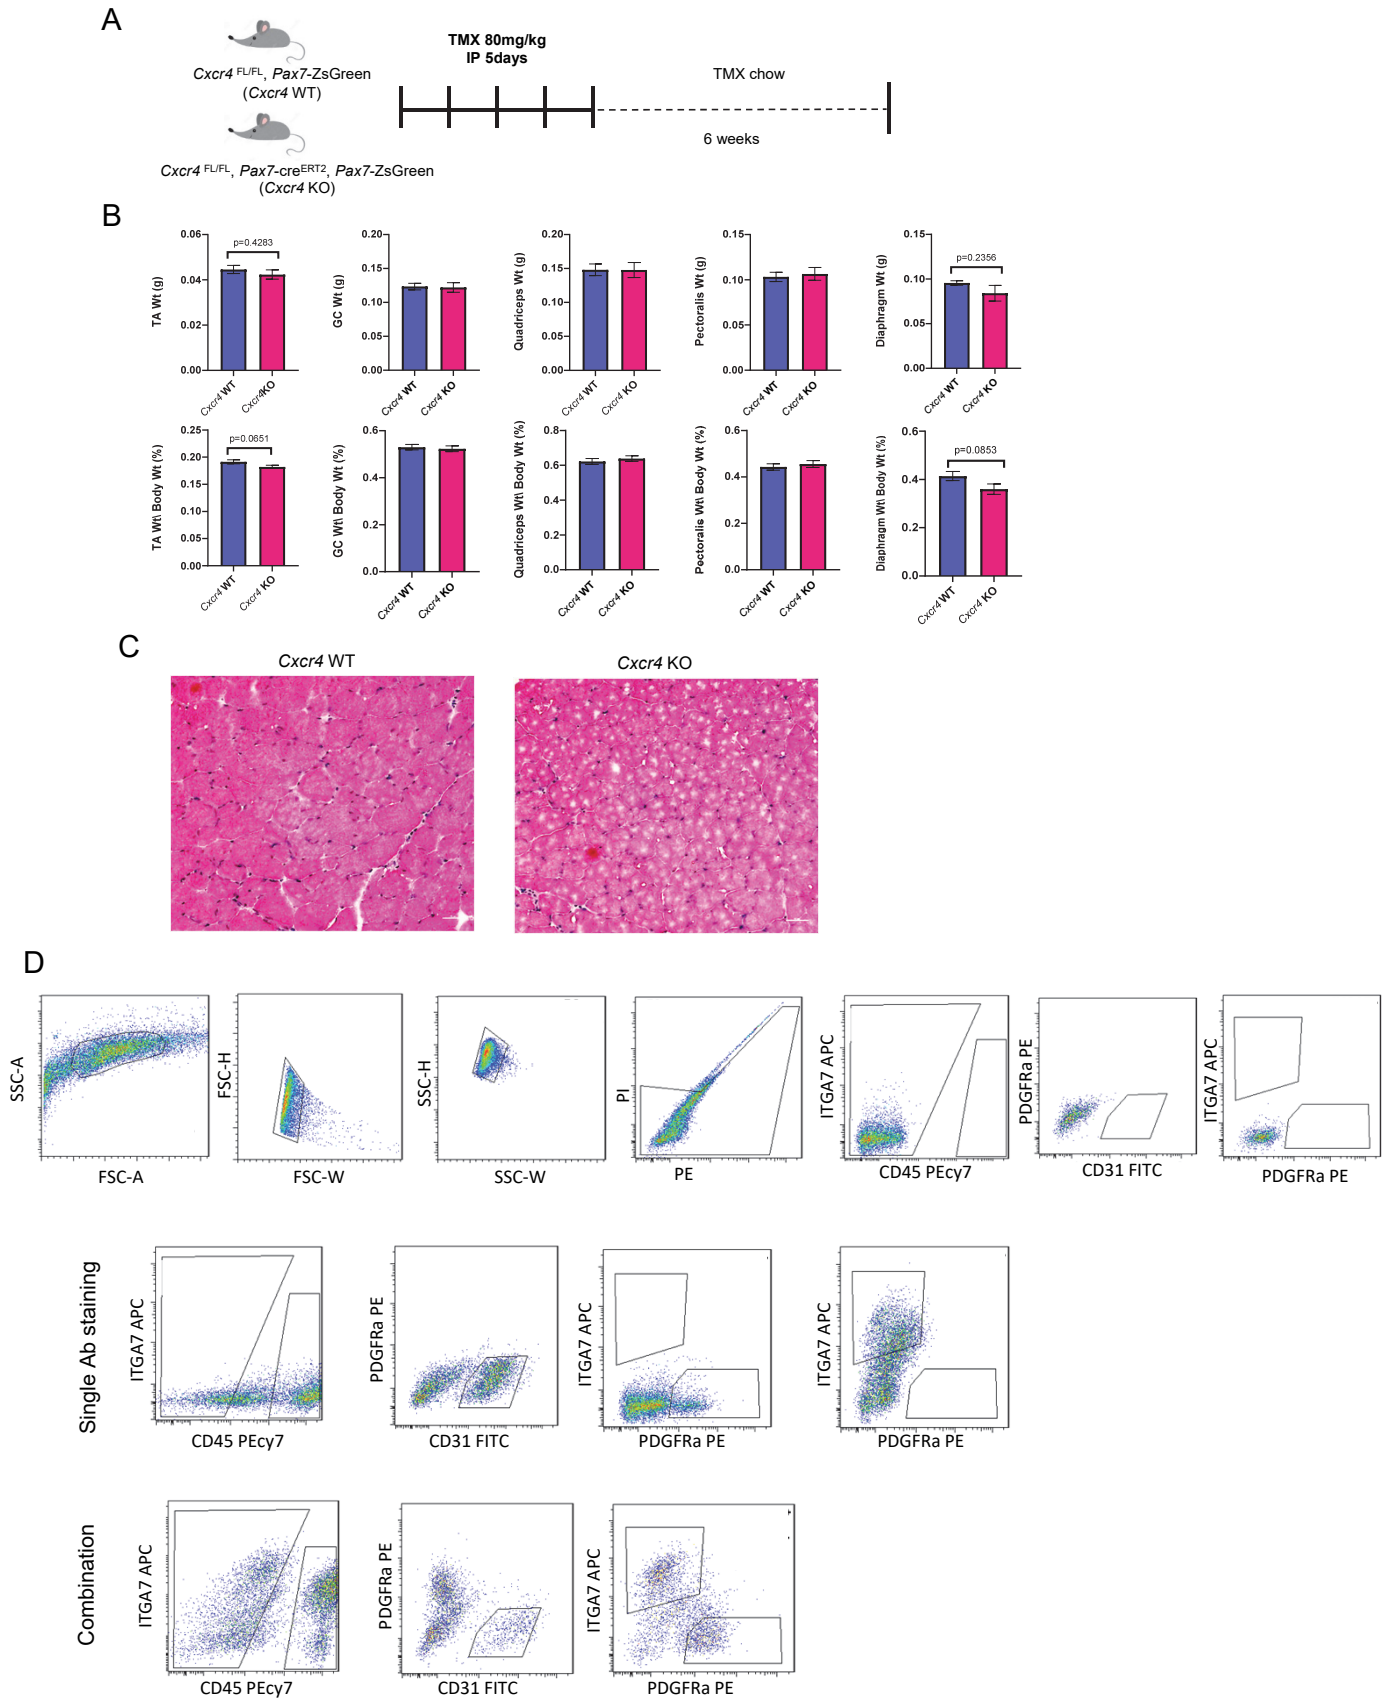

- (A) Schematic for mice treatment and time of analysis.
- (B) Average total and body weight-normalized mass for 5 muscle groups from *Cxcr4* WT (n=4) and *Cxcr4* KO (n=4) mice. GC – gastrocnemius.
- (C) Representative images for H&E staining of quadriceps sections from *Cxcr4* WT and *Cxcr4* KO mice. Scale bar = 50µm. Data presented as mean±SEM.
- (D) Schematic of FACS gating strategy for sorting the skeletal muscle niche cells. The upper panel shows the unstained sample. The PI- population was evaluated on the APC (ITGA7) and PEcy7 (CD45), then the CD45- population was evaluated on the PE channel (PDGFRa) and APC (ITGA7) and FITC (CD31).

## Supplementary Figure 4

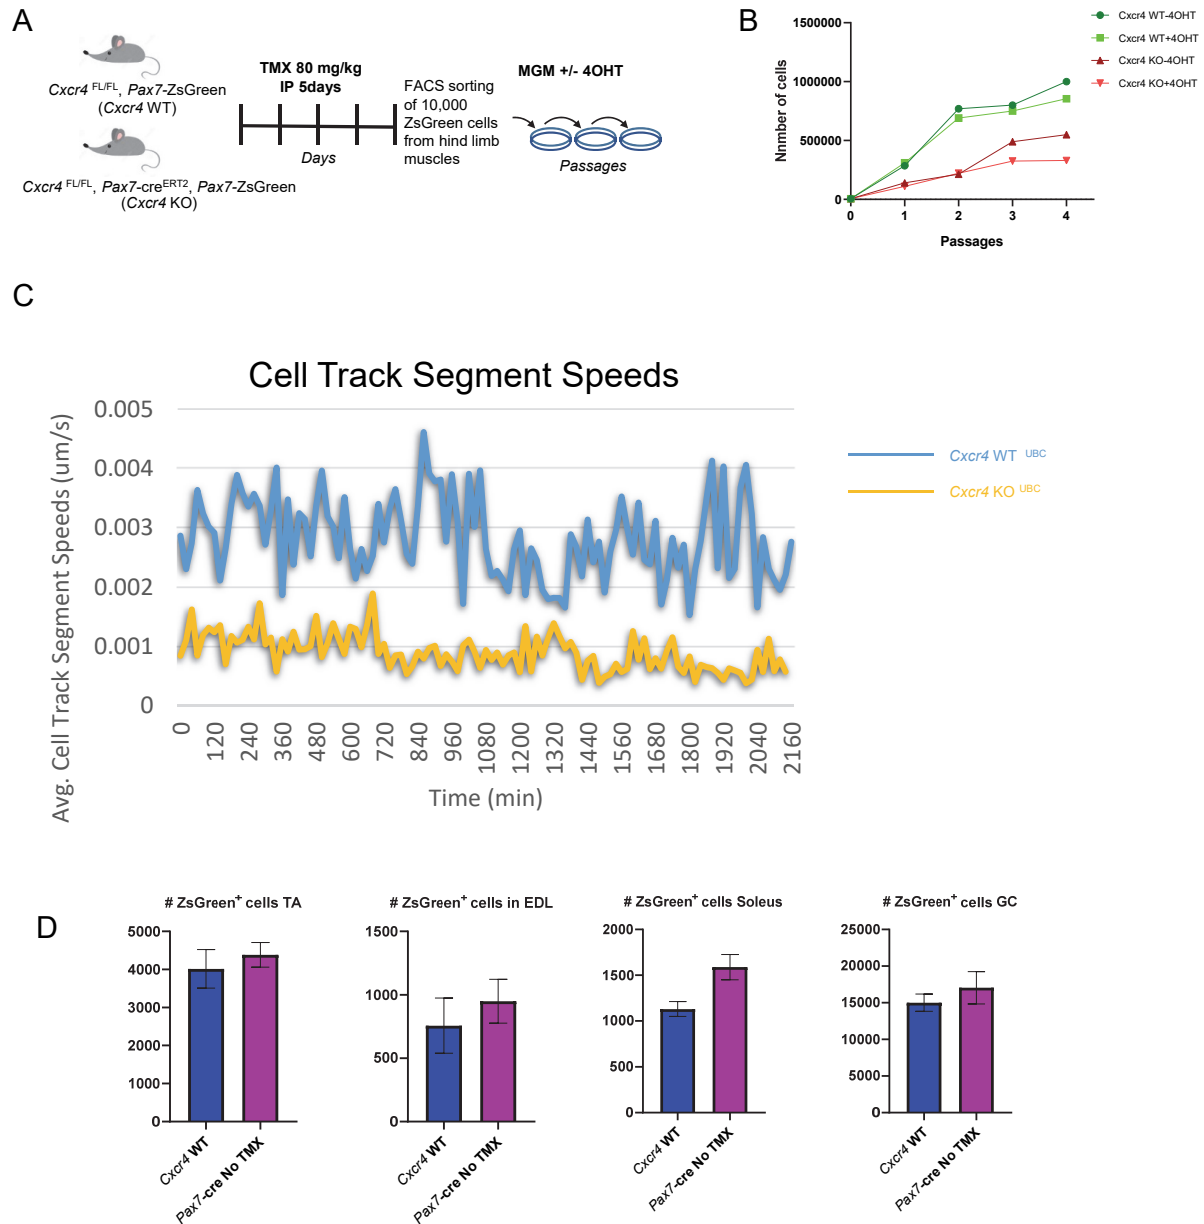

- (A) Schematic for mice treatments followed by ZsGreen<sup>+</sup> cell culture under different conditions.
- (B) Growth curve showing the proliferation of the ZsGreen cells from both the *Cxcr4* WT and *Cxcr4* KO mice culture in the presence/absence of 4OHT.
- (C) Chart tracing the average speed of ZsGreen<sup>+</sup> cells from *Cxcr4* WT<sup>UBC</sup> and the *Cxcr4* KO<sup>UBC</sup> during time lapse live cell imaging.
- (D) Analysis of the number of Pax7-ZsGreen<sup>+</sup> cells in different hind limb muscles from *Cxcr4*<sup>FL/FL</sup>; Pax7-ZsGreen either carrying or not carrying the Pax7-creERT2 transgene. Mice were not treated with tamoxifen (n=4). The lack of difference indicates that the cre insertion and any linked alleles on the insertion chromosome have no influence on satellite cell number.

## Supplementary Figure 5

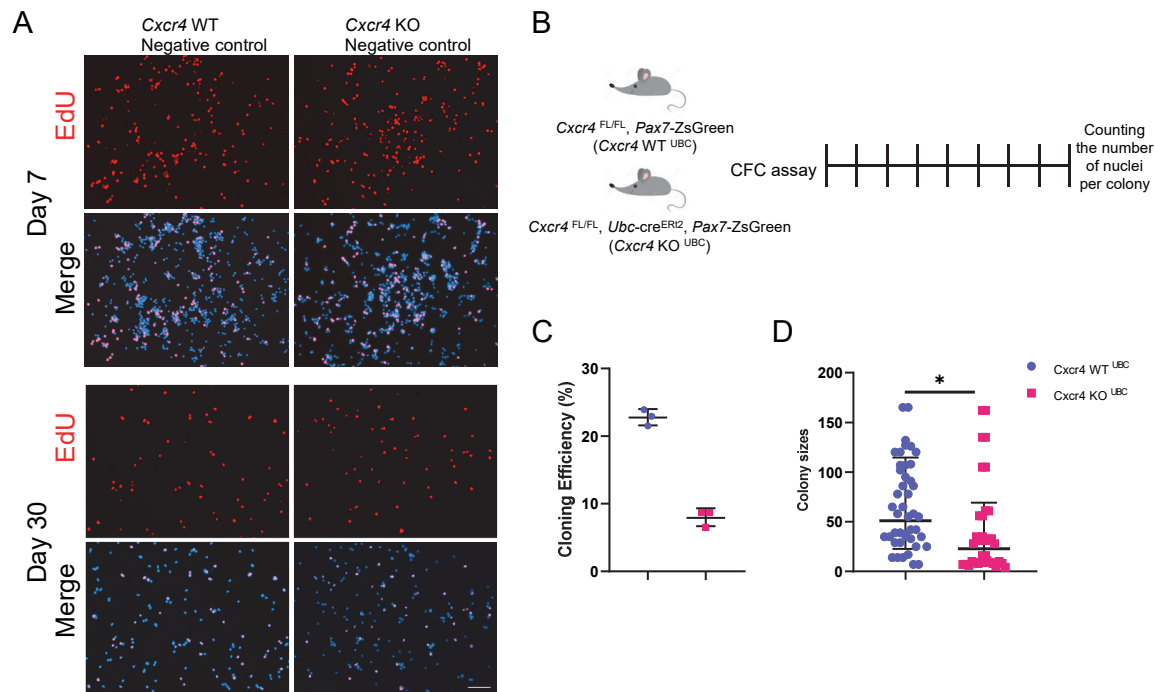

- (A) Representative IF images for negative controls (absence of 4OHT) for cultured myoblasts from *Cxcr4* WT<sup>UBC</sup> and the *Cxcr4* KO<sup>UBC</sup> mice.
- (B) Schematic for the Colony Forming Cell assay. Scale bar=100  $\mu$ m.
- (C) Cloning efficiency of single sorted cells from *Cxcr4* WT<sup>UBC</sup> (n=3) and the *Cxcr4* KO<sup>UBC</sup> (n=3) mice.
- (D) Colony Sizes of day 8-cultured single cells from *Cxcr4* WT<sup>UBC</sup> and the *Cxcr4* KO<sup>UBC</sup> mice. Data are presented as Geometric mean $\pm$ SD, \* P<0.05 by t test.

How the deposited data were processed for this re-analysis (not part of the article)

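RNA-seq libraries of Pax7-ZsGreen+ satellite cells from *Cxcr4* WT and *Cxcr4* KO mice were compared in the quiescent state (4 libraries per genotype) and after overnight culture (2 libraries per genotype). The authors trimmed the reads with TrimGalore, mapped them to GRCm38 with STAR and counted them on GENCODE genes with Rsubread, and the deposited counts are raw reads per gene for 55401 genes and 12 libraries. The authors also deposited FPKM values, 1 per group of libraries, normalized in a way that the paper's text does not name. The conditions of all libraries come from the sample labels.

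From the counts, genes with too few reads were removed with edgeR's filterByExpr, which left 25771 genes, and libraries were scaled by edgeR's TMM method. One negative binomial model with a mean for each of the 4 groups was fitted by edgeR 4.0.16 in R 4.3.3, and contrasts were tested with the quasi-likelihood F test and Benjamini-Hochberg adjustment. A gene was counted as differentially expressed at an adjusted p-value under 0.05, an absolute log2 fold change over 1 and a mean normalized count over 10 in the compared groups, the thresholds of the paper's Supplementary Table 2. The standard error of a log2 fold change was taken from the fold change and its F statistic. CPM are TMM-scaled, and log2 CPM used a prior count of 2. The contrasts tested were KO against WT in each state, the difference between these, and activated against quiescent cells in each genotype.

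The depth was 12775593 to 23717013 counts in quiescent and 3172164 to 5427280 counts in activated libraries. On simulated counts with the means and library sizes of these libraries and 200 changed genes, edgeR recovered 83.5% in the quiescent comparison with 11 false calls and 49% in the activated comparison with 5 false calls, and DESeq2 recovered 87.5% with 18 false calls and 56% with 10 false calls.

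Before the data were examined, the tests of the main results, their alternatives and the rule for naming genes were fixed. Some tests of explanations were chosen later, as stated with them. The text names each gene that the paper names from its RNA-seq, apart from 1 that is not reported here, with full values for those in its figures and text, *Pax7* and *Myod1*, the parent genes of listed pseudogenes, and at most the 5 highest and 5 lowest fold changes among the genes that pass in a comparison of KO and WT and do not overlap between the groups. The alternatives were DESeq2's size factors within edgeR, no filter on low counts, genes with a mean count of at least 10 over all libraries, the adjusted p-value alone, a robust quasi-likelihood fit, DESeq2 1.42.0 on all libraries or on the compared groups, edgeR on the compared groups, the replicate number as a block, and leaving out each library in turn. Another alternative, DESeq2 on the compared groups with size factors of all 12 libraries, was added after the values were seen. The adjusted p-value alone reuses the p-values of the main fit, so a gene that passes the main test passes it by construction.

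Lists of 500 genes that rise or fall most on activation were chosen on one WT library and measured against the other, among genes with an average log2 CPM over 1, with alternative lists of 200 and 1000 genes, a prior count of 0.25 and an average log2 CPM over 4. They were set beside 100 simulations of an unchanged KO group. Marker lists for mature muscle fibre, early muscle differentiation, satellite cell quiescence, endothelial, fibroadipogenic progenitor and hematopoietic cells, DNA replication and S phase, mitosis, immediate early response, imprinted genes, *Xist* and the Y chromosome, all written before the data were examined, were tested with camera (limma 3.58.1, correlation 0.01) and fry, with adjustment over lists and contrasts. Retrocopies were matched to parent genes by blastn 2.17.0 on GENCODE release 21 transcripts, with at least 90% identity over at least 80% of the copy, and per-library shares were compared by exact permutation tests. Genes with an unadjusted p-value under 0.001, and as an alternative under 0.01, were compared between chromosomes by Fisher's exact test. The published activation lists and the ranking by GSEA were not used here.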

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

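The test of sex within a state was set before its values were seen, while the test of sex as a source of differences between the states was chosen afterwards.

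Among 62 groups of 4 quiescent libraries tested, 4 held a library far from the others, and about 3 are given by chance alone. For *Rab6b*, WT replicate 1 had 46.9 CPM against 34.6 to 35.4 CPM in the others (gap over range 0.934), and KO replicate 2 had 3.21 CPM against 6.73 to 7.25 CPM (0.871). Both stand away from the opposite genotype, and leaving out either library kept *Rab6b* under an adjusted p-value of 0.05 in edgeR's test (0.00979 and 0.00243). For the fibroadipogenic progenitor list, WT replicate 4 had a mean log2 CPM of 5.34 against 5.91 to 5.99 (0.872), and KO replicate 3 had 6.54 against 4.83 to 5.10 (0.838). No explanation was tested for these libraries, and the sorting of the cells and differences between mice remain open.

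The paper does not report on the sex of the mice behind the RNA-seq libraries, and the transcripts of the sex chromosomes differed between the states. *Xist* had at least 451 CPM in each activated library and at most 7.17 CPM in each quiescent library. *Ddx3y* had at least 289 CPM in each quiescent library and at most 2.28 CPM in each activated library. Within a state the genotypes were alike, and limma's camera gave the list of 4 Y chromosome genes an adjusted p of 0.714 between quiescent KO and WT libraries, which argues against sex as a source of the differences between genotypes. The quiescent libraries may therefore come from male and the activated libraries from female mice. Between the states, sex and activation cannot be told apart, because no library breaks the link. Genes on X and Y were 2.99% of the WT activation genes and 2.92% of the genes tested (Fisher's exact test, two-sided, p = 0.705), which gives no sign of an excess on the sex chromosomes but leaves autosomal genes open.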

How the results depend on the processing

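In the quiescent state *Cxcr4*, *Rab6b* and *Gm10036* passed the thresholds in all 10 alternatives, and *Hdac1-ps* in 8. The direction of *Cxcr4*, *Rab6b*, *Gm10036* and *Hdac1-ps* was kept in all of them and with each library left out. The number of genes was 47 without a filter on low counts and 3 to 7 across the 8 fits that each left out one replicate. The highest of these was without KO replicate 3. The cause was not tested.

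In the activated state the number of genes was 13, with 8 higher and 5 lower in KO, and it was 8 with DESeq2's size factors in edgeR (4 higher and 4 lower), 332 without a filter on low counts, 2 with a mean count of at least 10, 20 with a robust fit, 144 with DESeq2 on all 12 libraries, 3 with edgeR on the activated libraries, 30 with DESeq2 on them, 23 with the replicate number as a block, and 38 with DESeq2 on them and size factors of all 12 libraries, an alternative chosen after seeing the data. The 3 genes of edgeR on the activated libraries included 0 of the 13, while 9 of the 38 and 13 of the 144 were among them. The cause was not tested. With 1 library left out of an activated group, no test was made. The log2 fold change of *Cxcr4* then ranged from -2.24 to -0.69, which shows how far 2 libraries limit it.

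For the difference between the states, the number of genes was 0, and it was 170 without a filter, 8 with a robust fit, 47 with DESeq2 on all 12 libraries and 6 with the replicate block. It was 0 to 3 across the fits that each left out one quiescent replicate, with 3 without KO replicate 1 and 1 without WT replicate 4. The counts for activation in WT and KO stayed within 1.5 times in all alternatives.

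For the list of genes that fall on activation, the median was 0.70 with the list from all WT libraries and -0.60 with the list from KO libraries, against -0.16. The lists from all WT libraries and from KO libraries were each tested on the libraries they were chosen from, which biases them in opposite directions. Of the marker lists, 8 passed with camera and 1 with fry. Signs changed for *Myod1*, whose fold change lay near 0. In activated cells it was -0.011 with DESeq2's size factors in edgeR and with DESeq2 on all libraries, -0.0050 with edgeR on the activated libraries, -0.021 with DESeq2 on them, -0.011 with size factors of all libraries and -0.013 with the block. In quiescent cells it ranged from -0.15 to 0.53, that of *Rpl11* from -0.17 to 0.043, and the share difference of *Gm10224* from -0.0886 to 0.316 percentage points, across the fits that each left out one replicate. With one activated library left out, the activated fold change of *Pax7* ranged from -0.63 to 0.19 and that of *Myod1* from -0.29 to 0.26.

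WT and KO libraries of the quiescent state with the same replicate number had similar depth, at 17.5 and 17.2 M, 12.8 and 13.1 M, 23.1 and 22.9 M, and 22.8 and 23.7 M counts. The correlation of their deviations from the group means was 0.19, 0.17, -0.21 and 0.55, and -0.026 in the activated state, where the lower shares of CT010467.1 fell in both libraries of replicate 1. The TMM scaling factors of quiescent WT and KO libraries with the same number were 1.10 and 1.12, 1.11 and 1.12, 0.99 and 1.05, and 0.91 and 0.89. These values do not settle whether the numbers pair the libraries, and the main fit did not pair them. With the replicate number as a block, 4 genes passed in the quiescent comparison, 3 of them among the 4 of the main fit, and *Hdac1-ps* had an adjusted p of 0.133. Of the 23 activated genes with the block, 7 were among the 13.

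Among the genes named singly, apart from fits with a replicate left out, 41 results no longer had an adjusted p-value under 0.05 and 19 newly had one, while 194 stayed on the same side. The last number includes the results with the adjusted p-value alone, which reuse the main fit and cannot change side.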

Differences from the paper's values

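For the number of differentially expressed genes in activated cells, the paper's value in Supplementary Table 2 is 38, against 13 here. Of the alternatives set before the data were examined, DESeq2 on the activated libraries alone, with 30 genes, came within 1.5 times of the paper's value, and none of the others did, with between 2 and 332 genes. DESeq2 on the compared libraries with size factors of all 12 libraries, an alternative chosen after seeing the values, gave 38 and, for quiescent cells, 5 genes. It returned the 43 genes of the table with log2 fold changes that differed by at most 1.4e-05. This is a setting under which the values meet, and the paper's methods name DESeq2 without saying which libraries shared a fit.

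The paper gives approximately 20 M reads per sample, and the median number counted on genes was 20.2 M in quiescent libraries and 4.30 M in activated libraries. Reads that were not counted on genes are not in these numbers, and no alternative changes them.

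The paper lists *Gm47015* among the quiescent differences, and here it had an adjusted p of 0.0606 in edgeR's test. It passed without a filter on low counts, with the robust fit, with DESeq2 on all 12 or on the compared libraries, and with the alternative added after seeing the values. In activated cells, 29 of the genes in the table did not pass here. With the alternatives set before the data were examined, the number of the 38 that passed was 38 without a filter on low counts, 30 with DESeq2 on the activated libraries, 24 with DESeq2 on all libraries, 23 with the replicate block, 11 with the robust fit, 6 with DESeq2's size factors in edgeR, 3 with edgeR on the activated libraries and 2 with a mean count of at least 10. *Nptx1*, which the legend of Figure 6 gives as significant, had an adjusted p of 0.181 in edgeR's test. It passed without a filter on low counts, with DESeq2 on all 12 or on the activated libraries, with the block, and with the added alternative. *Eno1b* passed with the same alternatives apart from DESeq2 on all 12 libraries, and with edgeR on the activated libraries. The paper describes *Trp63* and *Igf2* as upregulated. Here both rose without passing, and they passed without a filter on low counts and with DESeq2 on all 12 libraries.

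The paper describes a large subset of the genes that rise on activation as lower in activated KO cells, and not all of them. With lists chosen and tested on different WT libraries, the median log2 fold change over the whole list was 0.14, while 60.6% of the genes were lower in KO one way round and 24.4% the other. Under the alternatives that kept this separation it lay between 0.08 and 0.27. It was 0.07 with the list from all WT libraries and 0.30 with that from KO libraries, each tested on the libraries it was chosen from. A median over the list does not test a subset of it, and the paper's published list was not analysed here. The paper describes genes that fall on activation as failing to fall in the KO, with a weaker effect than for the genes that rise. The median here was -0.16, and it was 0.70 with the list from all WT libraries, larger in size than that of the rising list.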

Other observations

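The tests of other splits, of chromosome 4, of retrocopies with a parent near *Pax7* and of the activation-UP list were written before their values were seen, and those of single libraries in marker lists after the list results but before the values per library. The tests of muscle fibre RNA, of *Hdac1*, *Rpl11* and *Eno1* reads, of one value per parent gene, of windows on other chromosomes, of *Pax7* in activated cells, of the falling list and of endothelial cells were chosen only after the result was seen, as was the width of 20 Mb around *Pax7*.

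The quiescent difference of 4 genes is not large against other splits of the same 8 libraries. Of the 35 splits into 4 and 4 libraries, 3 gave at least as many genes, the real one included, so the number of genes alone does not set the real split apart, although *Cxcr4*, the deleted gene, is among its genes. The split with the most genes, 205, mixes genotypes, with WT replicates 1 and 2 and KO replicates 1 and 3 on one side. The endothelial list separates these sets, at a mean log2 CPM of 7.06 to 7.31 on that side and 4.91 to 6.05 on the other, a gap of 1.01. A different share of endothelial RNA in the sorted cells is a candidate explanation for that split. It does not follow genotype, since the list had a median log2 fold change of -0.03 between quiescent KO and WT libraries.

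Both genes that rose in quiescent KO libraries are retrocopies, that is, copies of a processed mRNA, and their parent genes lie on chromosome 4 near *Pax7* (139737062 to 139833528). The KO mice carry the Pax7-creERT2 allele, which is taken from its name to lie at *Pax7*. *Hdac1-ps* took 4.81 ± 0.625% of the counts of *Hdac1* and *Hdac1-ps* in WT and 21.5 ± 8.75% in KO libraries (SD, n = 4 each, exact permutation test, two-sided, p = 0.0286, the smallest that 4 against 4 allow). *Hdac1* itself fell from 56.2 ± 3.15 to 43.6 ± 6.73 CPM (exact permutation p = 0.0286). In edgeR's test its log2 fold change of -0.36 (standard error 0.19) had an unadjusted p of 0.0765, so the fall is not firm. The log2 fold change of the sum of *Hdac1* and *Hdac1-ps* was -0.088 (standard error 0.18). This is consistent with reads of *Hdac1* that were counted on *Hdac1-ps*. For *Gm10036* the share rose from 2.35 ± 0.445% to 18.0 ± 6.37% (exact permutation p = 0.0286), *Rpl11* had 130 and 125 CPM (exact permutation p = 0.8), and the log2 fold change of the sum was 0.20 (standard error 0.21). For this gene a rise of its own and reads moved from *Rpl11* cannot be told apart, because the rise is within the error of the sum. The shares in the activated libraries were 28.2% in WT and 52.7% in KO for *Hdac1-ps*, and 47.1% and 54.3% for *Gm10036*, where the libraries of the genotypes overlapped.

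A segment of another mouse strain carried with the Pax7-creERT2 allele, whose variants make reads of a parent gene map to its copy, would act on other retrocopies with a parent nearby. Of 1480 matched retrocopies, 43 have a parent within 20 Mb of *Pax7*. Without *Hdac1-ps*, *Gm10036* and *Eno1b*, the mean absolute z of quiescent KO against WT was 0.993 over 40 retrocopies near *Pax7* and 0.627 over 1437 elsewhere (permutation test, one-sided, p = 2e-05). With 1 value per parent, without *Hdac1*, *Rpl11* and *Eno1*, it was 0.888 over 22 parents and 0.623 over 669 (permutation test, one-sided, p = 0.00558). Among 193 overlapping windows of this width on other chromosomes, 0 had a mean over retrocopies as high as 0.993, and the highest, on chromosome 2, had 0.906. No such comparison was made with 1 value per parent. These tests did not match the expression level of the retrocopies. A segment carried with the allele is a candidate explanation for the rise of *Hdac1-ps* and *Gm10036*, found and tested on the same data, and the sequence reads that could show the variants were not used here. Activated WT libraries, which lacked the allele, had mean shares of 28.2% for *Hdac1-ps* and 47.1% for *Gm10036*. Quiescent KO libraries had 21.5% and 18.0%. High shares therefore also occur without the allele, which such a segment does not explain. The state differs between these libraries too, so the segment is not excluded for the quiescent difference. Other genes of the region gave little sign of it. Of the 12 genes with an unadjusted p-value under 0.001 in the quiescent comparison, 1 lies on chromosome 4 (Fisher's exact test, two-sided, p = 0.506), too few to decide, and the median absolute log2 fold change was 0.15 over 405 genes within 20 Mb of *Pax7* and 0.13 over the other genes. Over all chromosomes, 0 passed after adjustment at either threshold of the unadjusted p-value.

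*Eno1*, the parent of *Eno1b*, also lies on chromosome 4 near *Pax7*. A variant present in every KO library would raise the share of *Eno1b* in quiescent KO libraries too, but the shares overlapped with WT (exact permutation test, two-sided, p = 0.371), and without KO replicate 3, which had 24.1%, the difference was 0.629 percentage points. This argues against a variant in every KO mouse. A variant in some of the mice remains open. In the activated libraries the log2 fold change of the summed counts was -0.13 (standard error 0.30), and with 2 libraries per group a rise of *Eno1b* and reads moved from *Eno1* cannot be told apart.

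*Pax7* itself was lower in quiescent KO libraries, and the KO mice carry the Pax7-creERT2 allele. In activated libraries its log2 fold change was -0.12 (standard error 0.33), and it ranged from -0.63 to 0.19 with one library left out. Whether the insertion lowers *Pax7* counts cannot be told apart from an effect of the deletion or from chance, because both groups of KO mice carry the allele and the standard error at this depth is large.

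Genes of muscle contraction and structure were among those higher in activated KO libraries, with log2 fold changes of 3.69 for *Myh8*, 3.15 for *Sln*, 2.35 for *Pdlim3* and 1.58 for *Xirp1*. RNA from muscle fibres would bring all abundant fibre transcripts. In the mature muscle fibre list 16 of 19 genes were higher, with a median of 0.19, and with 0.30 for *Acta1* and 0.27 for *Ckm*. The list stood at a mean log2 CPM of 8.19 and 9.37 in the activated WT libraries already, so RNA from fibres and a change in KO cells cannot be told apart, because a modest rise is hidden by this high and uneven baseline. The early muscle differentiation list had a median of 0.40, with 14 of 18 genes higher, and an adjusted p of 0.00268 in limma's camera test but 0.864 under fry. The mean log2 CPM of this list was 4.13 and 4.60 in the KO libraries and 3.46 and 3.46 in the WT libraries, so the genotypes did not overlap. Earlier differentiation in culture remains an open explanation and was not tested further.

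The list of DNA replication and S phase genes was lower in both activated KO libraries than in both WT libraries. The gap between the higher KO and the lower WT library was -0.26 in mean log2 CPM, which argues against one library as the source. With 2 libraries per group, the smallest exact permutation p that such a separation allows is 0.333, and the test of the list under fry was close to the threshold. A slower entry into S phase in KO cells may explain it, and so may a difference in culture between the libraries. For the immediate early list, the higher KO library lay 0.12 above the lower WT library, consistent with a difference that rests on WT replicate 1.

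The lists of genes that rise or fall on activation were weighed for bias and for scaling. A lower rising list was looked for in KO cells. The median with held-out WT libraries was 0.14, but it was -0.16 one way round and 0.43 the other, a gap wider than the whole range of the simulated unchanged groups, so no direction stands out from the spread between libraries. The test of bias and that of a scaling error shared by all genes, for which the falling list (-0.16) would have moved the same way, decide nothing. For the falling list from all WT libraries, which was higher in KO, the held-out median of -0.16 went the other way, and the 2 ways round differed in sign. The choice of the list and a change in KO cells cannot be told apart with 2 WT libraries that differ from each other.

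Other lists in quiescent KO against WT libraries had adjusted p-values of 1.25e-06 (satellite cell quiescence, median log2 fold change -0.25, 16 of 18 genes lower), 0.000787 (hematopoietic, 0.77, 12 of 12 higher), 0.00801 (immediate early, -0.14, 14 of 17 lower) and 0.0378 (fibroadipogenic progenitor, -0.03, 7 of 12 lower) in limma's camera test. None of these passed under fry, with adjusted p-values of 0.405, 0.864, 0.864 and 0.864. In quiescent cells the adjusted camera p-values were 0.479 for DNA replication and S phase, 0.120 for mitosis, 0.714 for early muscle differentiation, 0.169 for mature muscle fibre, 0.291 for endothelial, 0.251 for imprinted genes and 0.492 for *Xist*. In activated cells they were 0.151 for satellite cell quiescence, 0.160 for fibroadipogenic progenitor, 0.714 for hematopoietic and endothelial, 0.291 for mature muscle fibre, 0.801 for imprinted genes, 0.714 for *Xist* and 0.410 for the Y chromosome. Immunoglobulin genes summed to 638, 434, 32.9 and 403 CPM in the quiescent KO libraries and to 172, 66.1, 89.1 and 121 CPM in the quiescent WT libraries.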
